# Exercise attenuates polyglutamine‐mediated neuromuscular degeneration in a mouse model of spinal and bulbar muscular atrophy

**DOI:** 10.1002/jcsm.13344

**Published:** 2023-11-08

**Authors:** Tomoki Hirunagi, Hideaki Nakatsuji, Kentaro Sahashi, Mikiyasu Yamamoto, Madoka Iida, Genki Tohnai, Naohide Kondo, Shinichiro Yamada, Ayuka Murakami, Seiya Noda, Hiroaki Adachi, Gen Sobue, Masahisa Katsuno

**Keywords:** AMPK, exercise, polyglutamine disease, spinal and bulbar muscular atrophy

## Abstract

**Background:**

Spinal and bulbar muscular atrophy (SBMA) is a hereditary neuromuscular disorder caused by the expansion of trinucleotide cytosine–adenine–guanine (CAG) repeats, which encodes a polyglutamine (polyQ) tract in the *androgen receptor* (*AR*) gene. Recent evidence suggests that, in addition to motor neuron degeneration, defective skeletal muscles are also the primary contributors to the pathogenesis in SBMA. While benefits of physical exercise have been suggested in SBMA, underlying mechanism remains elusive.

**Methods:**

We investigated the effect of running exercise in a transgenic mouse model of SBMA carrying human *AR* with 97 expanded CAGs (AR97Q). We assigned AR97Q mice to exercise and sedentary control groups, and mice in the exercise group received 1‐h forced running wheel (5 m/min) 5 days a week for 4 weeks during the early stage of the disease. Motor function (grip strength and rotarod performance) and survival of each group were analysed, and histopathological and biological features in skeletal muscles and motor neurons were evaluated.

**Results:**

AR97Q mice in the exercise group showed improvement in motor function (~40% and ~50% increase in grip strength and rotarod performance, respectively, *P* < 0.05) and survival (median survival 23.6 vs. 16.7 weeks, *P* < 0.05) with amelioration of neuronal and muscular histopathology (~1.4‐fold and ~2.8‐fold increase in motor neuron and muscle fibre size, respectively, *P* < 0.001) compared to those in the sedentary group. Nuclear accumulation of polyQ‐expanded AR in skeletal muscles and motor neurons was suppressed in the mice with exercise compared to the sedentary mice (~50% and ~30% reduction in 1C2‐positive cells in skeletal muscles and motor neurons, respectively, *P* < 0.05). We found that the exercise activated 5′‐adenosine monophosphate‐activated protein kinase (AMPK) signalling and inhibited mammalian target of rapamycin pathway that regulates protein synthesis in skeletal muscles of SBMA mice. Pharmacological activation of AMPK inhibited protein synthesis and reduced polyQ‐expanded AR proteins in C2C12 muscle cells.

**Conclusions:**

Our findings suggest the therapeutic potential of exercise‐induced effect via AMPK activation in SBMA.

## Introduction

Spinal and bulbar muscular atrophy (SBMA) is an inherited neurological disorder characterized by slowly progressive weakness and atrophy of limb and bulbar muscles, which exclusively affects adult males.^1^ SBMA is caused by the expansion of trinucleotide cytosine–adenine–guanine (CAG) repeats, which encodes a polyglutamine (polyQ) tract in the *androgen receptor* (*AR*) gene.^2^ PolyQ‐expanded AR translocates and accumulates in the nucleus by binding to AR ligands, such as testosterone, which leads to cellular damage and neuronal and muscular degeneration via several mechanisms, including transcriptional dysregulation, axonal transport disruption, impairment of protein degradation and mitochondrial dysfunction.^3^, ^4^

A neuropathological hallmark of SBMA is degeneration of lower motor neurons accompanied by nuclear accumulation of polyQ‐expanded AR protein, with muscle histopathology showing both neurogenic and myopathic changes.^5^, ^6^ Recent evidence suggests that not only motor neurons but also skeletal muscles are the primary contributors of disease pathogenesis in SBMA. Defective excitation–contraction coupling and mitochondrial respiration emerge prior to the onset of motor dysfunction in mouse models.^7^ Muscle‐specific overexpression of wild‐type (WT) *AR* in mice causes SBMA‐like neuromuscular disease.^8^ Overexpression of insulin‐like growth factor 1 (IGF‐1) in skeletal muscle,^9^ muscle‐specific excision of mutant *AR* ^10^ or peripheral *AR* gene suppression^11^ ameliorates neuromuscular degeneration in mouse models of SBMA. These observations support the hypothesis that skeletal muscle is a primary target of polyQ‐expanded AR toxicity.

Physical exercise has attracted attention because of its beneficial effects on neuromuscular disorders. Exercise is beneficial in both neurodegenerative disorders, such as Alzheimer's disease, Parkinson's disease and amyotrophic lateral sclerosis, and myopathies, such as Duchenne muscular dystrophy and myotonic dystrophy.^12^ ^,^ ^S1^ To date, there are three clinical studies of physical exercise in SBMA patients. The first study reported that aerobic training was of little benefit and not well tolerated.^13^ The second study reported that some patients respond to functional exercise,^14^ and the latest study showed potential benefits of high‐intensity exercise in SBMA.^15^ However, the underlying mechanism of the effect of physical exercise on SBMA pathology largely remains to be investigated.

Previous studies have addressed the effects of exercise on polyQ‐mediated neuronal and muscular toxicities. Several studies showed that running exercise improves disease phenotype in mouse models of Huntington's disease,^16^, ^17^, ^18^, ^19^ but others showed that exercise exacerbates disease symptoms.^20^, ^21^ The discrepancy between these results reflects the fact that the effect of exercise depends on its type, timing, duration and intensity. Interestingly, mild exercise during an early period showed long‐term effects on survival and motor function in a mouse model of spinocerebellar ataxia type 1.^22^ The effect of exercise was also investigated in an AR113Q knock‐in mouse model of SBMA, which showed that treadmill exercise did not show beneficial effect on survival and muscle fibre sizes of the mice.^23^ Instead, about 30% of the mice died without completing the exercise, which raised the concern that the timing of exercise might have been too late to ameliorate the disease phenotype.

In this study, we investigated the effect of exercise in our AR97Q transgenic mouse model of SBMA and found that aerobic exercise during the early stage of the disease showed improvement in motor function and survival with amelioration of neuronal and muscular histopathology. Furthermore, based on the findings that the aerobic exercise activated 5′‐adenosine monophosphate‐activated protein kinase (AMPK) signalling pathway in the skeletal muscles of AR97Q mice, we explored the therapeutic potential of AMPK activation in a muscle cell model of SBMA.

## Methods

### Animals and study design

This study was approved by the Animal Experiment Committee of Nagoya University Graduate School of Medicine. The transgenic mouse model of SBMA carrying human *AR* with 97 expanded CAGs (AR97Q) was generated and maintained on a C57BL/6J background in the animal facility as previously described.^24^ Male AR97Q mice were used in this study because they show progressive muscular atrophy and weakness as well as an SBMA‐like pathology. Male AR97Q mice exhibit motor deficits with the onset at 8–9 weeks of age, followed by weight loss and impairment of movement in the advanced stage (after 12–13 weeks of age).^24^ This study was designed to evaluate the effect of exercise during the early period on the later‐stage disease phenotype of AR97Q mice. Therefore, 4‐week exercise was performed during the presymptomatic period (from 5 to 9 weeks of age). Survival, body weight and motor function were analysed throughout the entire period (*Figure* *S1A*). Littermates were used for the phenotypic analysis to standardize the conditions of breeding and upbringing as much as possible. Mouse protocols were used in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Exercise protocol

Mice in the exercise group were trained to run on a forced running wheel system (FRW800, Lafayette Instrument, IN). According to a previous report,^S2^ 3, 6 and 12.6 m/min correspond to 65%, 70% and 80% of the maximal oxygen consumption of mice, respectively. Preliminary loading of high‐intensity exercise (10 m/min) to AR97Q mice was attempted, but it did not achieve the expected intensity because the mice often did not run onto the wheel (data not shown). Therefore, a low‐ to moderate‐intensity exercise regimen (5 m/min) was selected for the present study. Mice were acclimated to the procedure for 1 week at 5 m/min for 30 min/day, 3 days/week, and were then subjected to exercise at 5 m/min for 60 min/day, 5 days/week. Due to the disease progression in AR97Q mice,^24^ some of the mice beyond 10 weeks of age were found unable to continue exercise because of severe muscle weakness and/or a moribund condition. All mice were able to perform the aerobic exercise at 5 m/min for 1 h without interruption until 9 weeks of age, but ~10% and ~30% of mice were unable to complete exercise at 10 and 12 weeks of age, respectively (data not shown). Therefore, exercise was started at 5 weeks and terminated at 9 weeks of age in all mice. This aerobic exercise regimen did not significantly increase mRNA levels of *citrate synthase* (*CS*), a well‐known biochemical indicator of adaptation to exercise,^S3^ in the quadriceps of WT mice at 9 weeks of age. In contrast, the same exercise regimen increased expression of *CS* in the quadriceps of AR97Q mice (~2‐fold increase, *P* < 0.05) (*Figure* *S1B*). All exercise in the regimen was continuously monitored. When tissue samples were collected at 9 weeks of age, mice were euthanized the day after their last bout of the exercise.

### Behavioural analysis

All the tests were performed on a weekly basis by examiners who were blinded to the details of the experiment. Rotarod performance was assessed weekly using an Economex Rotarod (Ugo Basile, Comerio, Italy), as previously described.^25^ The grip strength was measured with a Grip Strength Meter (MK‐380M, Muromachi Kikai, Tokyo, Japan). To impute values of mice after death, the final body weights of all mice were carried forward when calculating group mean values as described in previous reports.^S4^ ^,^ ^S5^ The values of grip strength and rotarod performance after death were imputed to zero. The footprint analysis was performed as described elsewhere.^26^

### Immunoblotting

Equal amounts of protein were separated on sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) gels and transferred to Hybond P membranes (GE Healthcare, Piscataway, NJ) as previously described.^27^ Details are described in the Methods section in the supporting information.

### Histology and immunohistochemistry

Anaesthetized mice were perfused with a 4% paraformaldehyde fixative in phosphate buffer at pH 7.4. Tissues were dissected and processed for histological and immunohistochemical analysis. Details are described in the Methods section in the supporting information.

### Quantitative analysis of immunohistochemistry

1C2‐positive cells from thoracic spinal cord and quadriceps muscles were assessed as previously described.^28^ Details are described in the Methods section in the supporting information.

### Quantification of mRNA levels

The mRNA levels were quantified by real‐time PCR. Details are described in the Methods section in the supporting information.

### Serum testosterone assay

Serum testosterone was assayed using the Testosterone EIA Kit (No. 582701, Cayman Chemical, MI) according to the manufacturer's instructions.

### Cell culture

C2C12‐AR97Q cells were established as previously described.^29^ The cells were differentiated in Dulbecco's modified Eagle's medium (Life Technologies, Carlsbad, CA) with 2% foetal horse serum and 10 nM of dihydrotestosterone for 48 and 24 h before experiments, respectively. After differentiation, 5‐aminoimidazole‐4‐carboxamide‐1‐β‐d‐ribofuranoside (AICAR) (Fujifilm) was dissolved in the medium at a concentration of 0.5 mM for the indicated hours. For the interventions, the cells were treated of AICAR with 1 μM of MG132 (Sigma‐Aldrich) or 100 nM of bafilomycin A1 (Sigma‐Aldrich) for 24 h in accordance with a previous report.^30^ Mitochondria were labelled by 100 nM of MitoTracker Green FM (Invitrogen) and visualized under a fluorescent microscope (BZ‐X710, Keyence). Autophagy flux assay was performed with or without treatment of 50 μM of chloroquine diphosphate (Sigma‐Aldrich) for 6 h. Protein turnover assay was performed using 1 mg/mL of cycloheximide (CHX) (Sigma‐Aldrich) for the indicated hours.

### Microarray analysis

Gene expression in the quadriceps was assessed using SurePrint G3 Mouse GE v2 8x60K Microarray (Agilent Technologies, Santa Clara, CA). Details are described in the Methods section in the supporting information.

### Statistical analysis

The data obtained from animal experiments were analysed using unpaired *t* tests for two‐group comparisons (sedentary and exercise groups) and two‐factor analysis of variance (ANOVA) with Tukey's post hoc tests for four‐group comparisons (sedentary and exercise groups in WT and AR97Q mice). The data obtained from cellular experiments were analysed using unpaired *t* tests for two‐group comparisons and one‐way ANOVA with Tukey's post hoc tests for multiple comparisons, unless otherwise noted. The survival rate was analysed using the Kaplan–Meier and log‐rank tests. In all cases, *P* values of <0.05 were considered to be statistically significant. Statistical analyses were performed using SPSS Version 23.0 (SPSS Japan, Tokyo, Japan) or GraphPad Prism 8 (GraphPad Software Inc., San Diego, CA). Error bars indicate the standard deviation unless otherwise noted.

### Data availability

The data of microarray analysis have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/), and the accession number of the submission is GSE209885.

## Results

### Exercise during the early stage ameliorated motor dysfunction and extended the life span of AR97Q mice

A low‐ to moderate‐intensity (5 m/min) exercise regimen (started at 5 weeks, for 4 weeks) was selected for the present study (*Figure* *S1A*). The aerobic exercise did not affect the motor function, weight gain and survival in WT mice (*Figure* *S2*). In AR97Q mice, the exercise significantly attenuated body weight loss at 13 weeks of age (*P* < 0.05) (*Figure* *1* *A*) and retained motor function, measured with grip strength (~40% increase at 13 weeks of age, *P* < 0.05) (*Figure* *1* *B*) and rotarod performance test (~50% increase at 13 weeks of age, *P* < 0.05) (*Figure* *1* *C*), and extended the life span (median survival 23.6 vs. 16.7 weeks, *P* < 0.05) (*Figure* *1* *D*) compared to those of the sedentary mice. The exercise also mitigated muscle atrophy (*Figure* *1* *E*) and increased stride length (~2.7‐fold increase at 13 weeks of age, *P* < 0.001) (*Figure* *1* *F*) in AR97Q mice.

**Figure 1:**
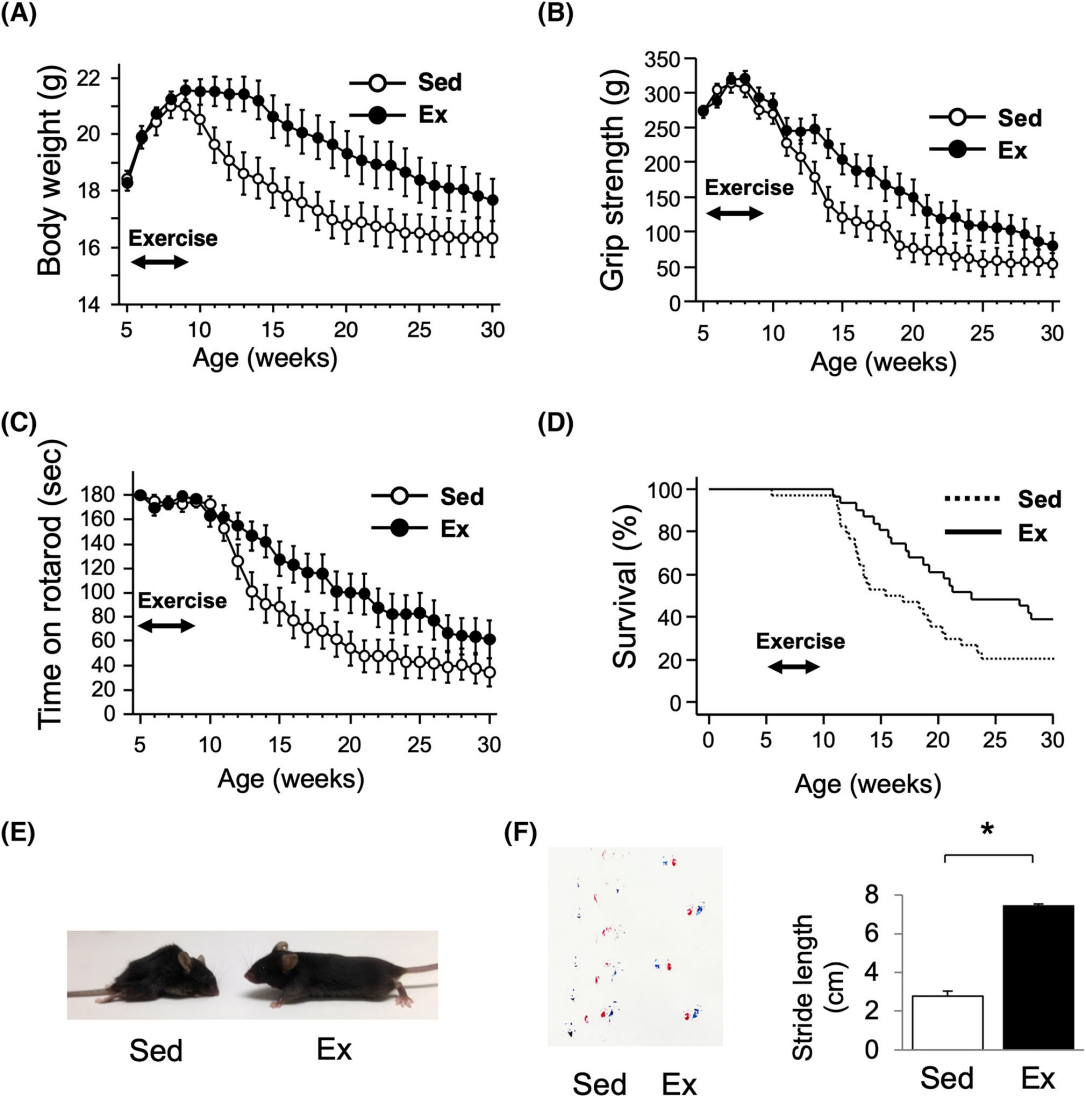
Exercise ameliorates motor dysfunction and extends the life span of AR97Q mice. Exercise was started from a presymptomatic stage (5 weeks of age) and maintained for 4 weeks. (A) Body weight, (B) grip strength, (C) rotarod performance and (D) survival rate of AR97Q mice in the sedentary (Sed) (*n* = 34) and exercise (Ex) (*n* = 31) groups are shown. To impute values of mice after death, the final body weights of all mice were carried forward when calculating group mean values. The values of grip strength and rotarod performance after death were imputed to zero. Error bars indicate the standard error of the mean. Body weight, grip strength, rotarod performance and survival were improved by the exercise (*P* < 0.05 at 13 weeks by two‐tailed *t* tests for body weight, grip strength, rotarod performance and *P* < 0.05 by log‐rank test for survival rate). (E) Representative photograph and (F) footprints of AR97Q mice in the Sed and Ex groups at 13 weeks of age. Front and hind paws are shown in red and blue, respectively. The stride length of the mice is quantified (*n* = 6 per group). *P < 0.05 by unpaired *t* test.

### Exercise ameliorated histopathological findings in AR97Q mice at 13 weeks of age

We examined histopathological findings in AR97Q and WT mice in the exercise group at 13 weeks of age, at which half of the sedentary AR97Q mice had died. Haematoxylin and eosin staining of skeletal muscles showed that muscle fibre sizes were retained in the quadriceps of exercised AR97Q mice (~2.8‐fold increase in fibre size, *P* < 0.001), contrasting with smaller sizes in the sedentary mice (*Figure* *2* *A*). The exercise also increased muscle fibre sizes in WT mice by ~1.3‐fold (*P* < 0.001), but the effect was modest compared to AR97Q mice (*Figure* *2* *A*). Immunohistochemistry for choline acetyltransferase (ChAT), a histological marker of motor neurons, showed that the exercise did not affect motor neuron sizes in WT mice, whereas it attenuated motor neuron shrinkage in AR97Q mice (~1.4‐fold increase in neuron size, *P* < 0.001) (*Figure* *2* *B*). Immunostaining with 1C2 antibody against polyQ proteins showed that the exercise attenuated nuclear accumulation of polyQ‐expanded AR in skeletal muscles (~50% reduction in 1C2‐positive fibre, *P* < 0.05) (*Figure* *2* *C*) and motor neurons (~30% reduction in 1C2‐positive neurons, *P* < 0.05) (*Figure* *2* *D*). Correspondingly, immunoblots showed decreased protein levels of high molecular weight complex and monomeric AR in both the skeletal muscles and the spinal cord (*Figure* *2* *E*,*F*).

**Figure 2:**
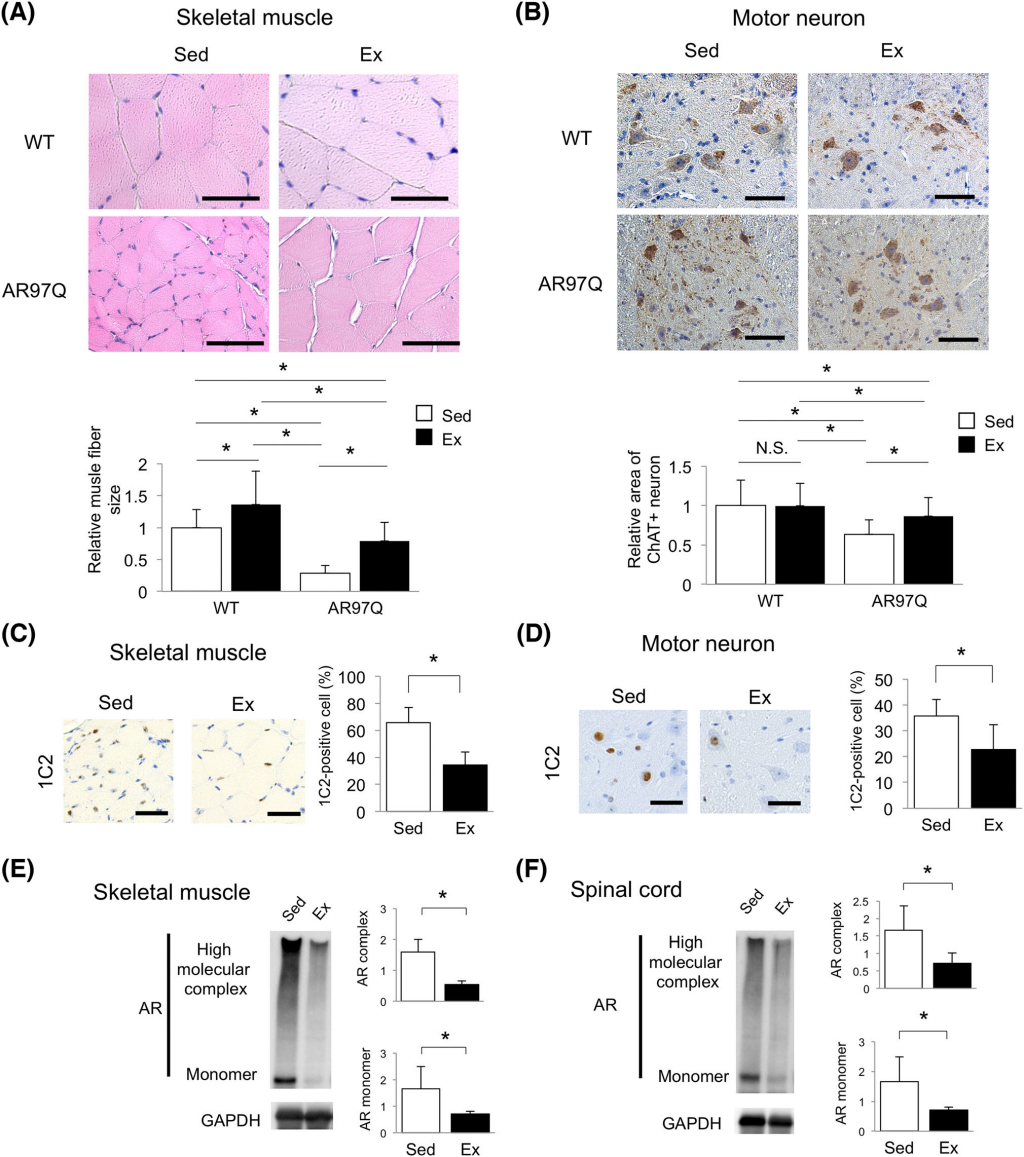
Exercise ameliorates histopathological findings in AR97Q mice at 13 weeks of age. (A) Haematoxylin and eosin (HE) staining of the quadriceps and quantification of relative muscle fibre size at 13 weeks (*n* = 3 per group, ≥30 fibres per mouse). (B) Anti‐choline acetyltransferase (ChAT) immunostaining of spinal motor neurons and quantification of relative area of ChAT‐positive (+) neurons (*n* = 3 per group, ≥5 axial sections). Immunostaining with 1C2 antibody against expanded polyQ proteins and quantification of 1C2‐positive cells in (C) skeletal muscles and (D) motor neurons of AR97Q mice (*n* = 6 per group). Immunoblots for AR of (E) the quadriceps and (F) spinal cords of AR97Q mice (*n* = 4–5 per group). Ex, exercise; Sed, sedentary. Scale bar = 50 μm. *P < 0.05 by (A, B) two‐factor ANOVA with Tukey's post hoc tests or (C–F) unpaired *t* test.

### Exercise attenuated polyglutamine‐expanded AR accumulation in skeletal muscles at 9 weeks of age

To investigate the primary effects of early aerobic exercise, we evaluated polyQ‐expanded AR accumulation at 9 weeks of age, at the timing of termination of the exercise. Surprisingly, immunoblots for AR showed marked reduction of high molecular weight complex and monomeric AR in skeletal muscles of the exercised mice (*Figure* *3* *A*), whereas there was no change of those in the spinal cord (*Figure* *3* *B*). Correspondingly, immunostaining with 1C2 antibody showed reduced number of immunopositive cells in skeletal muscles (~25% reduction, *P* < 0.05) (*Figure* *3* *C*), whereas no differences of those were observed in motor neurons (*Figure* *3* *D*). Serum testosterone (*Figure* *3* *E*) and mutant *AR* gene expression (*Figure* *3* *F*) were almost at the same level between the sedentary and early exercise groups at 9 weeks of age.

**Figure 3:**
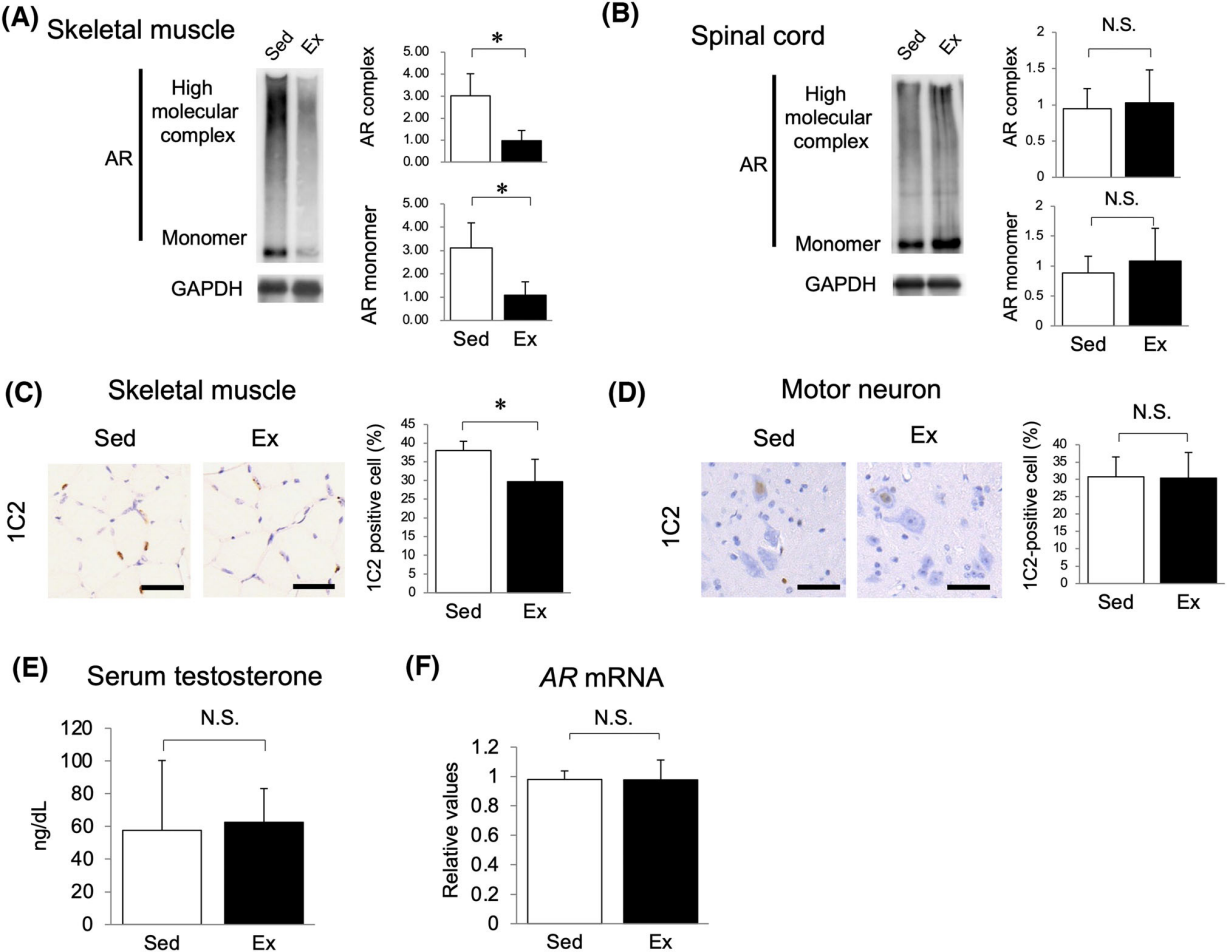
Exercise attenuated polyglutamine‐expanded AR accumulation in skeletal muscles at 9 weeks of age. Immunoblots for AR of (A) the quadriceps and (B) spinal cord of AR97Q mice (*n* = 3 per group). Immunostaining with 1C2 antibody against expanded polyQ proteins and quantification of 1C2‐positive cells in (C) skeletal muscles and (D) motor neurons of AR97Q mice (*n* = 5–6 per group). (E) Serum testosterone levels of AR97Q mice at 9 weeks of age (*n* = 3 per group). (F) Mutant *AR* mRNA levels in the quadriceps of AR97Q mice at 9 weeks of age (*n* = 3 per group). Ex, exercise; Sed, sedentary. Scale bar = 50 μm. Error bars indicate SEM. *P < 0.05 by unpaired *t* test.

### Exercise attenuated fast‐ to slow‐twitch muscle fibre‐type switching in AR97Q mice

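Quadriceps RNA from 3 exercised and 3 sedentary male AR97Q mice was measured at 9 weeks of age. AR97Q mice are a transgenic model of SBMA. The exercised mice had run at 5 m/min for 60 min a day on 5 days a week for 4 weeks, starting at 5 weeks of age. Each sample was hybridized to 1 Agilent SurePrint G3 mouse array with a single dye, so every value is the brightness of a spot and not a count of molecules. The authors' Feature Extraction software subtracted the background and removed spatial trends, and the resulting processed signal was used here. The arrays carry 62976 spots each, of which 59305 are not controls and represent 56605 probes. The 75th percentile of the processed signal was between 251 and 257 on the exercise arrays and between 310 and 384 on the sedentary arrays, and between 54.6 and 59.9% of the probes were well above background. No spot was saturated. All 6 arrays were on 1 slide and were read in 1 scan. The slide holds its arrays in 2 strips, and the exercise arrays and the array of sedentary mouse 1 lie in one strip, whereas those of sedentary mice 2 and 3 lie in the other. The paper's methods do not name a scaling between arrays, so log2 values were taken relative to each array's own 75th percentile. Probes well above background on at least 3 arrays were kept, and a gene with several probes was represented by the probe with the highest mean, which left 25005 genes and transcripts. Groups were compared with limma and Benjamini-Hochberg adjustment. The choice of scaling changes the values, because the raw signal was lower on every exercise array than on any sedentary array. With 3 arrays per group, the number of arrays limits the precision of every value.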

To investigate the molecular pathway underlying the effect of exercise, we performed microarray gene expression analysis of the quadriceps of AR97Q mice at 9 weeks of age with or without the early exercise. 

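Principal components were computed from the scaled log2 values of the 25005 genes and transcripts, centred and not scaled to unit variance. The first component held 52.0% of the variance and the second 15.3%. On the first component, the exercise arrays scored 42.8, 33.6 and 34.8, and the sedentary arrays scored -15.6, -47.2 and -48.5. The mean score was 37.1 ± 4.98 (SD, n = 3) in the exercise group and -37.1 ± 18.6 (SD, n = 3) in the sedentary group. The groups did not overlap, with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 arrays against 3 allow. Sedentary mouse 1, whose array shares a strip of the slide with the exercise arrays, lay closest to the exercise group. Scores on the second component overlapped between the groups (exact permutation p = 0.7). The share of the first component changed with scaling or filter, to 68.0% without scaling between arrays and to 37.6% without a filter on dim probes.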

Principal component analysis showed separation of gene expression between the sedentary and early exercise groups (*Figure* *S3A*). Genes with false discovery rate (FDR) <0.05 and absolute log fold change (FC) ≥1 were defined as differentially expressed genes (DEGs), which included 230 upregulated and 561 downregulated genes (*Figure* *4* *A*). 

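In the values scaled to the 75th percentile, limma called 430 genes and transcripts upregulated and 264 downregulated in the exercise group at this threshold, and 38.0% of the DEGs were downregulated. Without the fold change minimum, 4398 passed the FDR. In all 694 DEGs the 3 exercise arrays lay on one side of the 3 sedentary arrays, as they did in 43.2% of everything tested, where chance gives 10%. The lowest adjusted p was 0.0234. Of the DEGs, 270 upregulated and 110 downregulated carried a gene name matched through the reference table. For 36 upregulated DEGs the probe was not well above background on any sedentary array, and for 94 downregulated DEGs on any exercise array. In the authors' deposited table of values, which scales each array by 1 factor, 237 were upregulated and 553 downregulated, and 70.0% of these were downregulated. With no scaling between arrays, 127 were upregulated and 2194 downregulated. Leaving out an array changed the counts further. Without the array of sedentary mouse 1, 715 were upregulated and 479 downregulated, whereas leaving out any one of the other arrays left 0 upregulated and at most 1 downregulated by limma, although between 6686 and 8146 had an unadjusted p under 0.05.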

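Of the genes of the sarcoplasmic reticulum membrane in Fig. S3B, Casq1, which encodes calsequestrin of fast-twitch muscle, had a log2 signal of 6.17 ± 0.23 (SD, n = 3) in the exercise group and 4.76 ± 0.53 (SD, n = 3) in the sedentary group. Its log2 fold change was 1.41 (standard error 0.28, limma adjusted p = 0.0276). Dhrs7c was higher by 1.38 (standard error 0.29, adjusted p = 0.0306), Atp2a1, the calcium pump of fast-twitch muscle, by 1.21 (standard error 0.19, adjusted p = 0.0234), and Jph2 by 1.20 (standard error 0.22, adjusted p = 0.0255). Art1 was higher by 0.77 (standard error 0.19, adjusted p = 0.0429), which is past the FDR but under the fold change minimum. For each of these genes, all exercise arrays lay above all sedentary arrays, a separation with exact permutation p = 0.1. Npnt, from the other categories of the figure, was higher by 1.39 (standard error 0.22, adjusted p = 0.0234). Acta2 was higher by 1.32 (standard error 0.14, adjusted p = 0.0234) on its brightest probe, but its other probes fell by 0.89 and fell by 0.80, and the mean of its probes had a log2 fold change of -0.12 (adjusted p = 0.478).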

By Gene Ontology analysis (cellular component), we identified the five enriched categories (adj. *P* value <0.01) in the upregulated DEGs (*Figure* *4* *A*). No significant categories were enriched in the downregulated DEGs.

**Figure 4:**
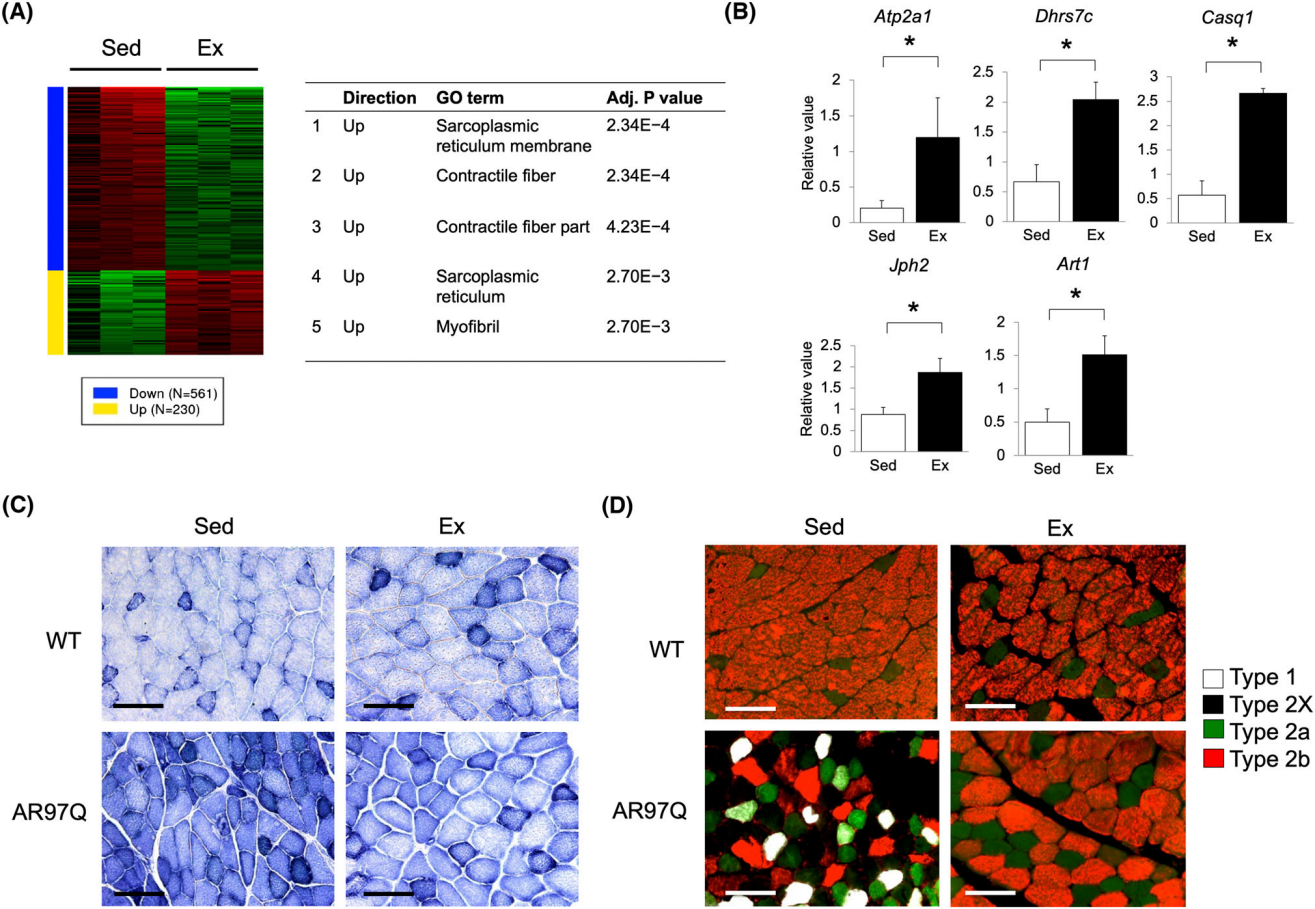
Exercise attenuates fast‐ to slow‐twitch muscle fibre‐type switching in AR97Q mice. (A) Heatmap and the top 5 GO terms (cellular component) of differentially expressed genes (FDR < 0.05, absolute log FC ≥ 1) from microarray data of the quadriceps of AR97Q mice between the sedentary (Sed) and exercise (Ex) groups (*n* = 3 per group). (B) Validation of genes of sarcoplasmic reticulum membrane by quantitative PCR (*n* = 3 per group). (C) NADH staining of the quadriceps of WT and AR97Q mice at 9 weeks of age. (D) Immunofluorescence of type 1 (white), type 2a (green) and type 2b (red) myosin heavy chain‐positive fibres (bottom) of the quadriceps of WT and AR97Q mice at 9 weeks of age. Muscle fibres not stained (black) indicate type 2X. Scale bar = 100 μm. *P < 0.05 by unpaired *t* test.

To validate the results of microarray analysis, we confirmed upregulation of the five genes in the category of sarcoplasmic reticulum membrane by quantitative PCR analysis (*Figure* *4* *B*). 

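A list of 23 genes of fast-twitch muscle was tested. All 23 were higher in the exercise group, with log2 fold changes between 0.37 and 1.67 and a mean of 1.02. The adjusted p was under 0.05 for 21 of them over all genes tested and for 22 adjusted over the list alone. Part of the list is also among the genes that the study picked from these same arrays in Fig. S3B, so the list is not independent of its DEGs. The largest change was that of Pvalb at 1.67 (standard error 0.34, limma adjusted p = 0.0298). Tmod4 was higher by 1.61 (standard error 0.35, adjusted p = 0.0322), Myoz1 by 1.43 (standard error 0.23, adjusted p = 0.0237), Mybpc2 by 1.42 (standard error 0.31, adjusted p = 0.0321) and Actn3 by 1.38 (standard error 0.24, adjusted p = 0.0241). Myl1 was higher by 0.74 (standard error 0.13, adjusted p = 0.0251), under the fold change minimum, and its other probes gave 0.50 and 1.19. As a list, the fast-twitch genes were higher with an adjusted p of 1.35e-10 by camera with a preset correlation. They also passed the threshold by fry (adjusted p = 0.0216), but not by camera with the correlation estimated from these arrays (adjusted p = 0.349). The array means of the list were 0.51 ± 0.10 (SD, n = 3) in the exercise group and -0.51 ± 0.39 (SD, n = 3) in the sedentary group, relative to each gene's mean over all arrays, and did not overlap (exact permutation p = 0.1). Sedentary mouse 1 was closest to the exercise group at -0.08, and against this array alone, in the same strip of the slide, the exercise arrays were higher by 0.59. Among 17 genes of slow-twitch muscle, 12 were lower and 5 higher, with a mean of -0.32 that did not pass the threshold (camera adjusted p = 0.0793). Their array means overlapped between the groups (exact permutation p = 0.4). Over all genes tested, 3 had an adjusted p under 0.05 as lower and 2 as higher, and adjusted over the list alone 5 and 2. Tnni1 was the most lowered at -1.45 (standard error 0.29, limma adjusted p = 0.0277), whereas Myl3, the brightest of the list, was higher by 0.97 (standard error 0.16, adjusted p = 0.0239).

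**Figure D1:**
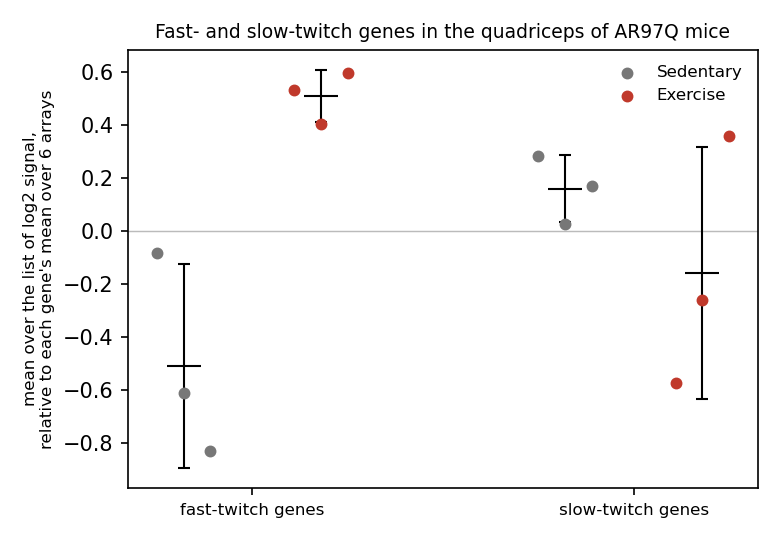
Mean log2 signal of the 23 fast-twitch and the 17 slow-twitch genes on each array, relative to each gene's mean over the 6 arrays. Points are arrays, grey for the sedentary group and red for the exercise group, and bars give the mean and SD of the 3 arrays of a group. The exercise arrays lie above all sedentary arrays for the fast-twitch genes, and the groups overlap for the slow-twitch genes.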

Interestingly, the top 5 categories of the upregulated DEGs include many genes that specifically expressed in fast‐twitch skeletal muscles (*Figure* *S3B*). Fast‐ to slow‐twitch muscle fibre‐type switching was reported to be an early feature in SBMA muscles.^31^, ^32^ Therefore, we investigated muscle fibre types of the quadriceps of AR97Q mice in the sedentary and early aerobic exercise groups using nicotinamide adenine dinucleotide (NADH) staining (*Figure* *4* *C*) and immunofluorescence for myosin heavy chain (MHC) type 1, type 2a and type 2b (*Figure* *4* *D*). As expected, both the NADH staining and the MHC staining showed that the quadriceps of AR97Q mice in the early exercise group contained more fast‐twitch muscle fibres compared to those in the sedentary group at 9 weeks of age. In WT mice, there were no apparent differences of muscle fibre types of quadriceps muscles between the sedentary and exercise groups (*Figure* *4* *C*,*D*). These results suggest that the early aerobic exercise attenuated fast‐ to slow‐twitch muscle fibre‐type switching in AR97Q mice.

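Among DEGs whose exercise and sedentary arrays did not overlap, the 5 with the largest rise and the 5 with the largest fall were taken by a fixed rule. The rule ranks by the fitted log2 fold change, which is not a measured size for a probe near background, so the order of such probes is uncertain. Gm35204 and Ppm1n were not well above background on any sedentary array, so that only limits can be given. They were at least 4.63-fold and at least 3.15-fold higher in the exercise group, computed against the higher of the lowest detected signal of each sedentary array and the dim probe's own signal. 1700001O22Rik was higher by 3.46 on the log2 scale (standard error 0.40, limma adjusted p = 0.0234), Smox, which encodes spermine oxidase, by 2.72 (standard error 0.37, adjusted p = 0.0234) and 2310065F04Rik by 2.67 (standard error 0.32, adjusted p = 0.0234). Of the genes that fell, Chrng had a log2 signal of -1.53 ± 0.42 (SD, n = 3) in the exercise group and 2.08 ± 1.57 (SD, n = 3) in the sedentary group. Plekhh1 fell by 3.51 (standard error 0.50, adjusted p = 0.0234). The other 3 were not well above background on any exercise array. AI606473 was at least 5.55-fold lower and an unnamed transcript, listed only by a sequence record, at least 3.53-fold lower. The last is a probe for a transcribed region on the forward strand of chromosome 5 from 92548501 to 92566401 in the mm9 build of the array design, which was at least 1.68-fold lower, a limit that does not by itself place it among the largest falls. The array files give no gene for it.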

We also analysed the top 30 DEGs in the microarray results (listed in *Figure* *S4*). Downregulated DEGs include denervation markers of skeletal muscles, such as *Chrng* and *Myh3*, which are reported to be elevated in skeletal muscles of SBMA mouse models,^9^, ^31^ suggesting that the early aerobic exercise attenuated muscle denervation in AR97Q mice.

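Chrng, which encodes the embryonic gamma subunit of the acetylcholine receptor, had a log2 fold change of -3.62 (standard error 0.75, limma adjusted p = 0.0304), and its second, dimmer probe one of -2.50. Myh3, the embryonic myosin heavy chain, fell by 2.35 (standard error 0.57, adjusted p = 0.0409). Its second probe, well above background on 3 of the 6 arrays, had a log2 fold change of 0.92. With the mean of its probes, Myh3 had a log2 fold change of -0.71 and was not a DEG. For both genes all exercise arrays lay below all sedentary arrays. In each case sedentary mouse 1 was the lowest of its group, and the log2 fold change against this array alone, the one in the same strip of the slide, was -1.82 for Chrng and -1.55 for Myh3. Chrnd and Sln had log2 fold changes of -1.92 (standard error 0.44, adjusted p = 0.0360) and -1.92 (standard error 0.47, adjusted p = 0.0419). Of 17 tested denervation markers in a list written from general knowledge, 16 were lower, 11 with an adjusted p under 0.05 over all genes tested and 14 adjusted over the list alone. The exception was Myh8, the brightest of the list, which was higher by 0.75 (standard error 0.16, adjusted p = 0.0323), while its second, dimmer probe had a log2 fold change of -0.71. The study shows 5 of the list's genes among its top DEGs from these arrays. The mean log2 fold change was -1.33 (camera adjusted p = 1.04e-06). With the correlation between genes estimated, the adjusted p was 0.330. Of the 30 upregulated genes in Fig. S4, 26 were tested and 25 were upregulated DEGs, and of the 30 downregulated genes 29 were tested and 22 were downregulated DEGs. Among the tested genes, 2 of the upregulated were not well above background on any sedentary array and 12 of the downregulated on any exercise array. Nefh was one of the latter and was at least 1.48-fold lower. From the fall of Chrng and Myh3, which it notes to be elevated in SBMA mouse models, the paper proposes that the exercise attenuated denervation.

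**Figure D2:**
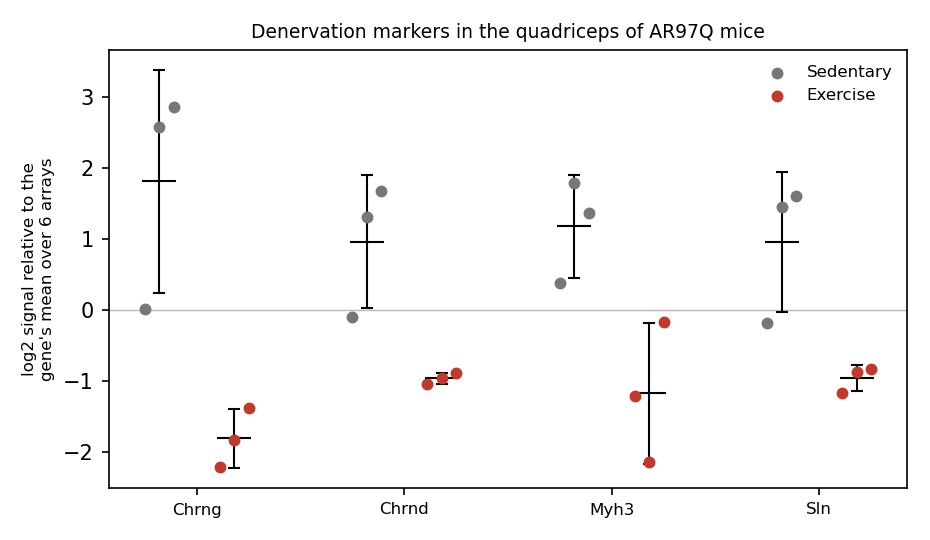
Log2 signal of Chrng, Chrnd, Myh3 and Sln on each array, relative to the mean of the gene over the 6 arrays. Points are arrays, grey for the sedentary group and red for the exercise group, and bars give the mean and SD of the 3 arrays of a group. All 3 exercise arrays lie below the 3 sedentary arrays for each gene.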

### Exercise induced mitochondria biogenesis and inhibited protein synthesis pathway via AMPK signal activation in skeletal muscles of AR97Q mice

We further performed an exploratory parametric analysis of microarray gene expression data (Parametric Gene Set Enrichment Analysis [PGSEA]) to determine DEG clusters rather than individual genes.^S6^ PGSEA showed upregulation of genes of mitochondrial protein complex in skeletal muscles of AR97Q mice in the early exercise group (*Figure* *5* *A*). 

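Parametric gene set analysis was replaced by a list of 172 subunits of mitochondrial protein complexes, of which 171 were tested. Of these, 168 were higher in the exercise group and 3 lower, with a mean log2 fold change of 0.43 (camera adjusted p = 1.68e-27). With the correlation between genes estimated from the arrays, the adjusted p was 0.330, and by fry it was 0.00332. The adjusted p of the single gene was under 0.05 for 126 of the higher genes over all genes tested and for 154 adjusted over the list alone, and 1 lower gene passed over the list alone. The respiratory chain part, 61 genes, had a mean of 0.51 (camera adjusted p = 8.33e-20), and the mitochondrial ribosome part, 77 genes, had a mean of 0.38 (camera adjusted p = 3.12e-17). For all 3 lists every exercise array lay above every sedentary array (exact permutation p = 0.1). Ndufs7 of complex I was higher by 0.81 (standard error 0.13, limma adjusted p = 0.0235) and Mrpl42 of the mitochondrial ribosome by 0.80 (standard error 0.13, adjusted p = 0.0234). The size of the rise depends on the scaling. With quantile normalization the mean of the 171 genes was 0.15 and that of the respiratory chain part 0.14, both still past the threshold (camera adjusted p = 9.44e-08 and 2.05e-04). With no scaling between arrays, which lowers all genes alike, the mean of the 171 genes was -0.048, when the median of all genes tested was -0.45.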

Correspondingly, mitochondrial cytochrome *c* oxidase staining showed preservation of the stained fibres in the exercised mice and diminished staining in the sedentary mice (*Figure* *5* *B*). As mitochondrial biogenesis is induced by exercise through activation of AMPK signalling in murine and human muscles,^S7^ ^,^ ^S8^ we focused on AMPK signalling in skeletal muscles of AR97Q mice. 

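Slc2a4, which encodes Glut4, had a log2 signal of 7.43 ± 0.09 (SD, n = 3) in the exercise group and 6.53 ± 0.26 (SD, n = 3) in the sedentary group. Its log2 fold change was 0.91 (standard error 0.15, limma adjusted p = 0.0236), which is past the FDR and under the fold change minimum, and all exercise arrays lay above all sedentary arrays (exact permutation p = 0.1). With each array left out in turn it stayed between 0.78 and 1.04. The 7 AMPK subunit genes were mixed, 4 higher and 3 lower, with a mean of 0.23 (camera adjusted p = 0.262). By fry the adjusted p of the list was 0.00332, and with no scaling between arrays, which lowers all genes alike, its mean was -0.24. Prkaa2 was higher by 0.78 (standard error 0.17, adjusted p = 0.0327) and Prkab2 by 0.52 (standard error 0.11, adjusted p = 0.0323).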

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis^S9^ ^,^ ^S10^ of AMPK signalling using microarray results (*Figure* *S5*) showed upregulation of *glucose transporter type 4* (*Glut4*), which is known to be upregulated by exercise in parallel with mitochondrial biogenesis.^S11^ Interestingly, we also found downregulation of mammalian target of rapamycin (mTOR) pathway that regulates protein synthesis (*Figure* *S5*), which was previously shown to be elevated in SBMA muscles.^31^, ^33^ We hypothesized that exercise‐induced AMPK signalling activation facilitated mitochondrial biogenesis and inhibited mTOR signalling in skeletal muscles of AR97Q mice (*Figure* *5* *C*). 

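Of 28 genes of the mTOR pathway in a list, 27 were tested, and 13 were higher and 14 lower in the exercise group. The mean log2 fold change was 0.090 and the median -0.018, and the list did not pass the threshold (camera adjusted p = 0.643). Adjusted over all genes tested, 4 were higher with an adjusted p under 0.05 and 0 lower, and adjusted over the list alone 5 were higher and 0 lower by limma. The largest changes were higher Pik3cd at 0.75 (standard error 0.19, adjusted p = 0.0436) and Eif4e at 0.66 (standard error 0.14, adjusted p = 0.0318). Mtor itself changed by -0.15 (standard error 0.10, adjusted p = 0.333), Rps6kb1, which encodes S6K1, by -0.04 (standard error 0.08, adjusted p = 0.771) and Eif4ebp1, which encodes 4EBP1, by 0.28 (standard error 0.18, adjusted p = 0.293). Scaling an array by 1 factor moves all genes alike, so the counts on either side of 0 move with it. In the authors' deposited values 8 genes were higher and 19 lower, with a mean of -0.067, and with no scaling between arrays 2 were higher and 25 lower, with a mean of -0.38. Relative to the median of all genes, the mean of the list was 0.065 in the main values and, by construction, in the deposited and the unscaled ones. It was 0.00505 with quantile normalization, -0.068 with normexp and -0.066 without a filter on dim probes, so its sign is not settled. By fry the list passed the threshold in the main values as higher (adjusted p = 0.0349). From the AMPK pathway map, the paper hypothesizes that activated AMPK signalling promoted mitochondrial biogenesis and inhibited mTOR signalling.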

To determine whether AMPK signalling was activated by the exercise, we examined phosphorylation levels of AMPK in skeletal muscles. Consistent with our hypothesis, immunoblots for phosphorylation (Thr‐172) and total AMPK showed increased phosphorylated levels of AMPK by 2.3‐fold (*P* < 0.05) in the quadriceps of AR97Q mice in the exercise group (*Figure* *5* *D*). Correspondingly, phosphorylation levels of ribosomal protein S6 kinase B1 (S6K1) (~70% decrease, *P* < 0.05) and eukaryotic translation initiation factor 4E binding protein 1 (4EBP1) (~20% decrease, *P* < 0.05), which are responsible for protein synthesis in mTOR signalling,^S12^ were decreased by the exercise (~70% and ~20% reduction in S6K1 and 4EBP1, respectively, *P* < 0.05) (*Figure* *5* *D*). In WT mice, the exercise similarly tended to increase phosphorylation levels of AMPK and decrease phosphorylation levels of S6K1 and 4EBP1 in skeletal muscles, although these effects were modest and not statistically significant (*Figure* *5* *D*).

**Figure 5:**
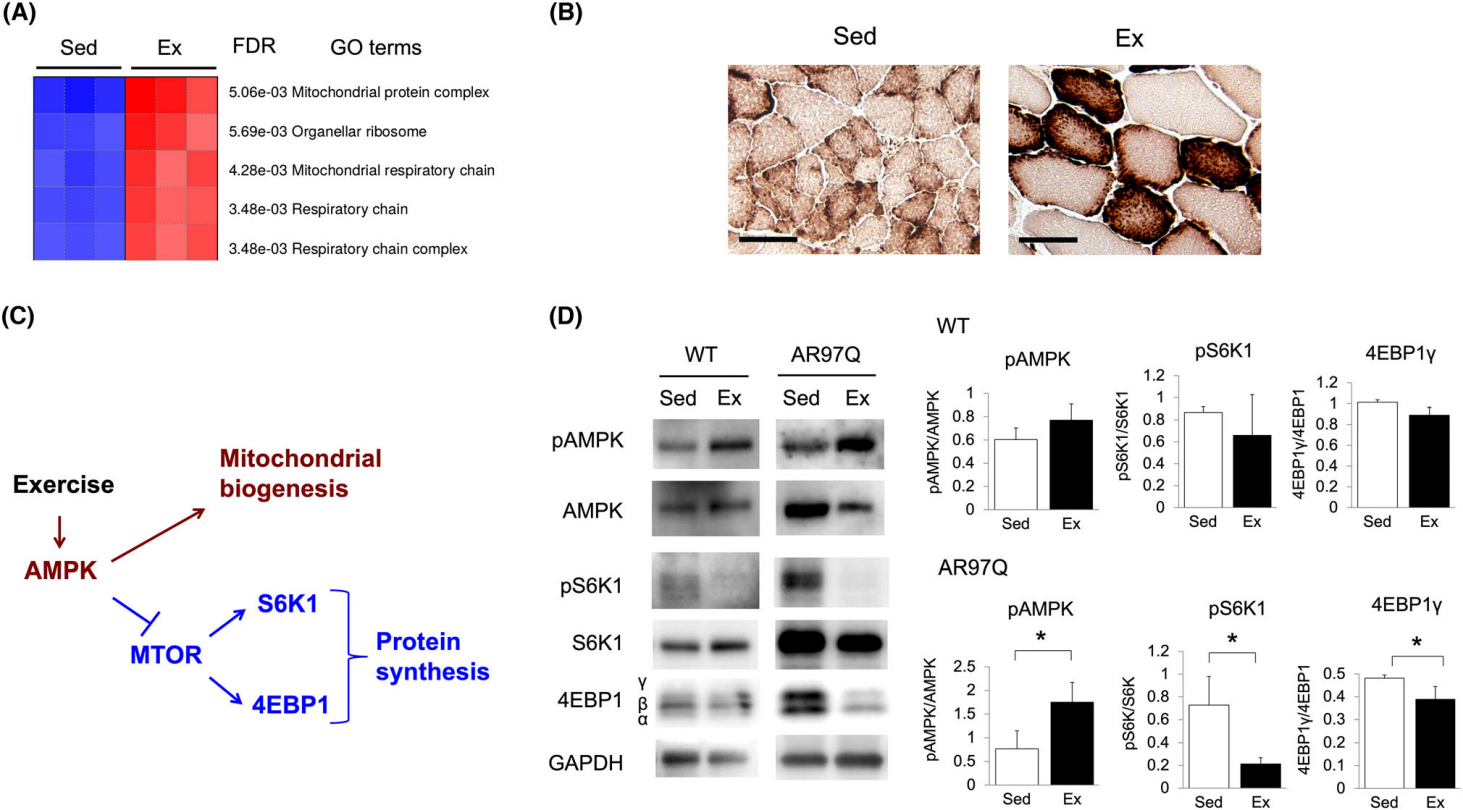
Exercise activates AMPK signalling in skeletal muscles of AR97Q mice. (A) Parametric Gene Set Enrichment Analysis (GO terms: cellular component) shows upregulation of genes of mitochondrial protein complex (*n* = 3 per group). (B) Mitochondrial cytochrome *c* oxidase staining of the quadriceps of AR97Q mice at 9 weeks of age. Scale bar = 100 μm. (C) Schematic of AMPK signalling pathways, which regulate mitochondrial biogenesis and protein synthesis in skeletal muscles (stimulatory and inhibitory in red and blue, respectively). (D) Immunoblots for phosphorylation (Thr‐172), total AMPK, phosphorylation (Thr‐389), total S6K1 and 4EBP1 of the quadriceps of WT and AR97Q mice at 9 weeks of age (*n* = 3 per group). Ex, exercise; FDR, false discovery rate; Sed, sedentary. *P < 0.05 by unpaired *t* test.

### Autophagy, IGF‐1/Akt signalling and BDNF expression were not elevated by exercise in skeletal muscles of AR97Q mice

Given that both AMPK activation and mTOR inhibition induce autophagy,^S13^ we hypothesized that the exercise reduced polyQ‐expanded AR accumulation through activation of autophagy. In contrast to our expectation, many of autophagy‐related genes were downregulated in the quadriceps of AR97Q mice with the exercise (*Figure* *S6A*). 

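Of 35 autophagy-related genes in a list, 34 were tested, and 15 were lower and 19 higher in the exercise group, with a mean log2 fold change of 0.021 (camera adjusted p = 0.865). The array means of the list overlapped between the groups (exact permutation p = 0.5). By limma 3 were higher and 1 lower with an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. Atg16l2 was lower at -0.62 (standard error 0.12, adjusted p = 0.0264), whereas Atg4d was higher at 0.58 (standard error 0.10, adjusted p = 0.0238) and Atg101 at 0.54 (standard error 0.10, adjusted p = 0.0255). Becn1 changed by -0.01 (standard error 0.09, adjusted p = 0.933) and Map1lc3b by 0.02 (standard error 0.08, adjusted p = 0.890), both within the spread between arrays. In the authors' deposited values 25 of the 34 genes were lower and 9 higher, with a mean of -0.14. Relative to the median of all genes, the mean was -0.00496 in the main values and, by construction, in the deposited ones. It was -0.049 with quantile normalization, -0.11 with normexp and -0.17 without a filter on dim probes.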

Correspondingly, we found that the exercise reduced levels of key autophagy proteins,^S14^ beclin1 (Becn1) by ~50% (*P* < 0.05) and microtubule‐associated protein light‐chain 3 isoform II (LC3‐II) by ~60% (*P* < 0.05) (*Figure* *S6B*). AMPK signalling can be associated with cytokines and other peptides expressed in skeletal muscles, called myokines.^S15^ ^,^ ^S16^ Here, we focused on two exercise‐induced myokines: IGF‐1 and brain‐derived neurotrophic factor (BDNF). A previous study showed that muscle expression of human IGF‐1 facilitated AR clearance via the ubiquitin–proteasome system through phosphorylation of AR by Akt.^9^ Muscle expression of BDNF was also shown to improve clinical phenotype of AR97Q mice.^34^ However, expression of *Igf1* and *Bdnf* (*Figure* *S6C*) and phosphorylation levels of Akt (*Figure* *S6D*) in the quadriceps of AR97Q mice did not differ between the sedentary and exercise groups. These results indicate that phenotypic amelioration of AR97Q mice by the early exercise is unlikely because of autophagy, IGF‐1/Akt signalling or BDNF elevation in skeletal muscles.

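Igf1 had a log2 signal of 2.77 ± 0.15 (SD, n = 3) in the exercise group and 2.59 ± 0.19 (SD, n = 3) in the sedentary group, and the arrays of the groups overlapped. Its log2 fold change was 0.18 (standard error 0.13, limma adjusted p = 0.370). Bdnf changed by 0.24 (standard error 0.48, adjusted p = 0.740), and its probe was well above background on only 1 exercise array and 2 sedentary arrays, so that its level was near the limit of the arrays. With each array left out in turn, the log2 fold change lay between 0.11 and 0.28 for Igf1 and between -0.20 and 0.50 for Bdnf. With no scaling between arrays it was -0.29 for Igf1 and -0.23 for Bdnf. Over the settings that keep all arrays, the log2 fold change of Bdnf lay between -0.30 and 0.75. In 1 of them Bdnf was past the FDR as higher (adjusted p = 0.0255), and in 3 its sign was negative.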

### Pharmacological activation of AMPK reduced AR aggregation by inhibiting protein synthesis pathway in C2C12 muscle cells

Finally, we investigated the effect of AMPK activation on AR aggregation in C2C12 muscle cells stably expressing *AR* with 97 CAG repeats (C2C12‐AR97Q). We used a well‐established exercise mimetic AICAR to activate AMPK pathway^S17^ in the C2C12‐AR97Q cells. AICAR at 0.5 mM successfully phosphorylated Thr‐172 of AMPK (*Figure* *6* *A*) and induced mitochondrial biogenesis (*Figure* *6* *B*) as observed in skeletal muscles of AR97Q mice in the early exercise group. Furthermore, AICAR treatment decreased phosphorylation levels of S6K1 (~75% reduction at 24 h, *P* < 0.001) and 4EBP1 (~20% reduction at 24 h, *P* < 0.001) and reduced AR97Q protein levels (~30% reduction at 24 h, *P* < 0.05) without inhibiting mRNA expression of mutant *AR* transgene (*Figure* *6* *C*). No change was observed in the protein levels of AR‐related molecular chaperones,^35^ heat shock protein 70 (Hsp70) and heat shock protein 40 (Hsp40) (*Figure* *6* *C*). Immunoblots for AR in non‐reducing conditions showed that AICAR treatment reduced both AR complex (~45% reduction at 24 h, *P* < 0.001) and monomer (~30% reduction at 24 h, *P* < 0.05) levels (*Figure* *S7A*). However, AICAR treatment did not reduce WT AR protein in C2C12 cells stably expressing *AR* with 24 CAG repeats (C2C12‐AR24Q), although it phosphorylated AMPK and decreased phosphorylation levels of S6K1 and 4EBP1 (*Figure* *S7B*). To investigate the mechanism of AICAR treatment of reducing AR97Q protein in the C2C12 cells, we assessed autophagy activity and protein degradation rate. Autophagy activity was estimated by measuring changes in LC3‐II levels to glyceraldehyde 3‐phosphate dehydrogenase (GAPDH). When we analysed LC3‐II levels after treatment of an autophagy inhibitor chloroquine, we observed reduced LC3‐II flux under AICAR treatment (*Figure* *6* *D*). AR97Q protein degradation rate was analysed by treating the C2C12‐AR97Q cells with CHX, which inhibits translation. The CHX chase assay showed that AICAR treatment enhanced AR97Q protein degradation (*Figure* *6* *E*). Furthermore, we treated the C2C12‐AR97Q cells with a proteasome inhibitor, MG132, or a lysosome inhibitor, bafilomycin A1, to clarify which pathway was responsible for AR degradation by the AICAR treatment. When the C2C12‐AR97Q cells were treated with MG132, AICAR‐induced reduction of AR proteins was counteracted, despite increased phosphorylation levels of AMPK (*Figure* *6* *F*). In contrast, treatment with bafilomycin A1 did not affect the reduction of AR proteins by AICAR (*Figure* *6* *F*). These results suggest that AMPK activation inhibited protein synthesis and reduced polyQ‐expanded AR aggregation through enhancement of protein degradation in proteasome.

**Figure 6:**
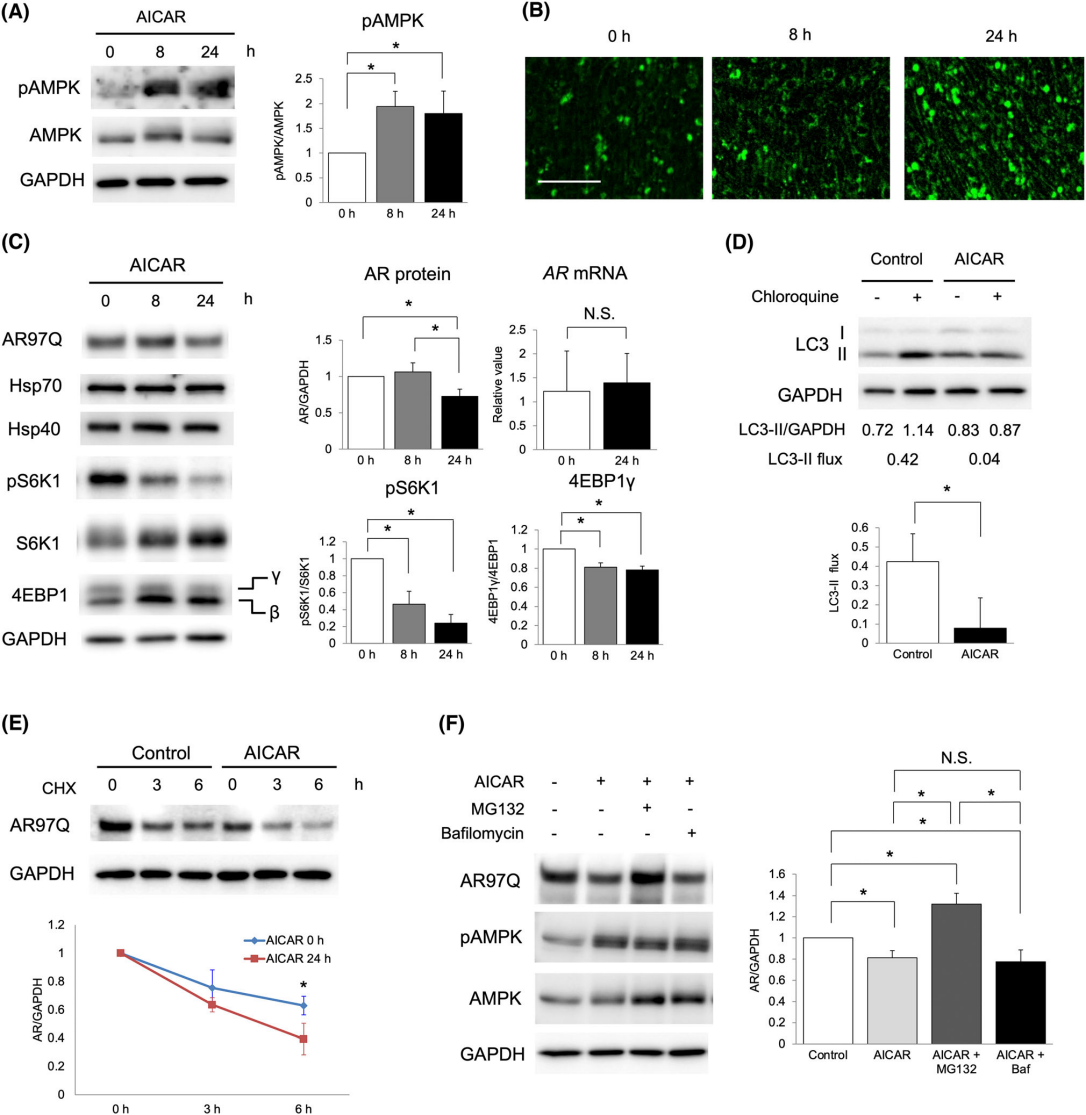
AMPK activation by AICAR reduces polyQ‐expanded AR by inhibiting protein synthesis pathway in C2C12 cells. (A) Immunoblots show phosphorylation (Thr‐172) and total AMPK levels in C2C12 cells stably expressing *AR* with 97 CAG repeats (C2C12‐AR97Q) treated with 0.5‐mM AICAR for 0, 8 or 24 h. (B) Visualization of mitochondria in C2C12‐AR97Q cells treated with 0.5‐mM AICAR for 0, 8 and 24 h. Scale bar = 100 μm. (C) Immunoblots for AR, phosphorylation (Thr‐389) and total S6K1, and 4EBP1 in C2C12‐AR97Q cells treated with 0.5‐mM AICAR for 0, 8 and 24 h. Graphs show densitometry quantification of relative AR protein, pS6K1, 4EBP1γ levels (*n* = 3) and *AR* mRNA levels analysed by quantitative PCR (*n* = 4). (D) C2C12‐AR97Q cells treated with 0.5‐mM AICAR for 0 (control) or 24 h are immunoblotted for LC3‐II in the presence or absence of 50‐μM chloroquine for 6 h. The ratio of LC3‐II to GAPDH is determined by densitometry quantification. The graph shows the LC3‐II flux calculated as the difference between the ratio of LC3‐II to GAPDH in the presence or absence of chloroquine (*n* = 3). (E) Immunoblots for AR in C2C12‐AR97Q cells treated with 0.5‐mM AICAR for 0 (control) or 24 h and incubated with 1‐mg/mL cycloheximide (CHX) for 0, 3 and 6 h (*n* = 3). (F) Immunoblots for AR in C2C12‐AR97Q cells treated with 0.5‐mM AICAR for 0 (control) and 24 h, AICAR with 1‐μM MG132 or AICAR with 100‐nM bafilomycin (Baf). Graphs show densitometry quantification of relative AR protein (*n* = 3). *P < 0.05 by (A, C, F) one‐way ANOVA with Tukey's post hoc tests, (D) unpaired *t* test or (E) a two‐way ANOVA with Bonferroni post hoc test.

## Discussion

The present study showed potential benefits of early physical exercise in SBMA. We demonstrated that aerobic exercise during the early stage improved behavioural and histopathological characteristics of AR97Q mice and extended their life span. In addition, the study finding also showed that this improvement was associated with exercise‐induced AMPK signalling activation in skeletal muscles.

We found that the exercise reduced polyQ‐expanded AR accumulation and ameliorated both neuronal pathology and muscular pathology in AR97Q mice. In the skeletal muscles, this effect was observed at 9 weeks of age, the end of exercise period, and sustained until 13 weeks of age, the end stage of nontreated mice. In the spinal cord, AR accumulation was almost at the same level to that in the sedentary mice at the end of exercise, but it decreased later. These observations implied that the amelioration of motor neuron pathology was not directly mediated by the exercise. Given that previous studies have shown that muscle pathology precedes motor neuron pathology, and altered trophic support from skeletal muscle may be responsible for non‐cell autonomous damage of motor neuron in SBMA,^8^, ^10^ skeletal muscle improvement by the early aerobic exercise might have ameliorated later motor neuron pathology in a non‐cell autonomous manner. A similar phenomenon to this study was previously reported, which showed that muscle‐restricted overexpression of IGF‐1 attenuated AR aggregation in both the skeletal muscles and the spinal cord of AR97Q mice.^9^ These findings and the results of the present study indicated that therapies targeting skeletal muscles do not only attenuate muscular degeneration but also have the potential to ameliorate motor neuron pathology in SBMA.

Microarray and biochemical analyses suggest that the reduction of polyQ‐expanded AR is associated with exercise‐induced AMPK signalling activation in skeletal muscles of AR97Q mice. We found that the exercise increased Thr‐172 phosphorylation levels of AMPK and induced expression of mitochondrial complex genes, which are well‐established muscle responses to physical exercise.^S9^ Although the low‐ to moderate‐intensity exercise used in this study had only modest effects in WT mice, it might have been a sufficient load to activate AMPK signalling in skeletal muscle of AR97Q mice. Indeed, the expression of *CS*, a muscle indicator of adaptation to exercise, was elevated by the exercise in AR97Q mice but not in WT mice. We also found that the exercise inhibited mTOR pathway that regulates protein synthesis. Interestingly, previous studies have shown that activation of mTOR signalling is an early feature in SBMA muscles^31^ and that AMPK pathway can inhibit mTOR signalling in skeletal muscles.^S18^ ^,^ ^S19^ Taken together, our results suggest that exercise‐induced AMPK activation counteracted the mTOR signalling and deactivated the abnormal protein synthesis in skeletal muscles of AR97Q mice.

We also demonstrated that AICAR‐mediated AMPK activation inhibited protein synthesis, facilitated polyQ‐expanded AR degradation and reduced AR aggregation in C2C12 cells. In contrast, AICAR treatment did not reduced WT AR, suggesting that AMPK activation has different effects on WT and aggregation‐prone polyQ proteins. Pharmacological activation of AMPK was reported to attenuate polyQ protein aggregation in mouse models of Machado–Joseph disease and Huntington's disease.^36^, ^37^ These studies demonstrated that activation of AMPK induced autophagy, which resulted in reduction of abnormal protein aggregation. However, the decrease of polyQ‐expanded AR by AICAR was unlikely to be mediated by autophagy in the present study. In the C2C12 cells, AICAR suppressed LC3‐II flux, which indicated that autophagy pathway was inhibited by the treatment. Correspondingly, inhibition of autophagy by bafilomycin A1 did not affect the reduction of AR protein by AICAR. Given that inhibition of proteasome by MG132 counteracted the AR reduction, proteasomal degradation might be responsible for the decrease in AR protein upon AMPK activation. Interestingly, a previous study showed that an mTOR inhibitor, rapamycin, inhibits polyQ protein aggregation by reducing protein synthesis independent of autophagy.^38^ A reduction in global protein synthesis might result in a decrease in the concentration of oligomers required for protein aggregation, which facilitates the degradation of polyQ proteins in proteasome. As aberrant autophagic response may exacerbate skeletal muscle atrophy and worsen the disease phenotype in SBMA,^39^, ^40^ modulating protein synthesis pathway by AMPK activation can be an attractive therapeutic strategy to reduce AR aggregation without inducing autophagy.

The optimal population of SBMA patients who would benefit from exercise remains to be clarified. Although the present results reveal that early aerobic exercise is effective on polyQ‐mediated neuromuscular degeneration, some cohorts of AR97Q mice at advanced stages were unable to complete the aerobic exercise, suggesting that tolerance to exercise varies with disease status in SBMA. Identifying objective indicators of exercise tolerance, such as specific biomarkers or clinical scores, may be necessary for implementing exercise therapy. It may also be necessary to adjust the exercise duration and intensity for patients with reduced exercise tolerance. In addition, housing condition of mice also should be considered. As physical inactivity can decrease motor performance,^S20^ we should take into account the possibility that the sedentary condition may affect the disease progression of AR97Q mice, and the intensity of aerobic exercise used in this study might correspond to the activity of daily living in patients with SBMA.

In conclusion, the present study showed that aerobic exercise during the early stage reduced polyQ‐expanded AR accumulation with amelioration of motor dysfunction in AR97Q mice. The reduction of AR aggregation was associated with exercise‐induced AMPK signalling activation in skeletal muscles, which improved both skeletal muscle pathology and spinal cord pathology. Physical exercise and AMPK activation may be effective in SBMA and other neuromuscular disorders caused by abnormal protein accumulation in skeletal muscles.

## Conflict of interest statement

The authors declare no competing interests.

## Funding

This work was funded in part by the Japan Society for the Promotion of Science (JSPS) KAKENHI (Grant Numbers JP20H00527, JP22K15706, and JP23H00420) and Japan Agency for Medical Research and Development (AMED) (Grant Numbers JP22nk0101575, JP22am0401007, and JP23bm1423003).

## Supporting information

**Figure S1.** Study design and exercise intensity. (A) Aerobic exercise (5 m/min) was performed from 5 to 9 weeks of age in wild‐type (WT) and AR97Q mice, and the phenotype of the mice was analyzed throughout the entire period. (B) Expression levels of *citrate synthas*e (*CS*) in the quadriceps of WT and AR97Q mice after 4 weeks of 5 m/min exercise.
**Figure S2.** Effect of exercise on behavior of wild‐type mice. Exercise was started from 5 weeks of age and maintained for 4 weeks in wild‐type (WT) mice. (A) Body weight, (B) grip strength, (C) rotarod performance, and (D) survival rate of WT mice in the sedentary (Sed, *n* = 14) and exercise (Ex, *n* = 15) groups are shown. Error bars indicate the standard error of the mean.
**Figure S3.** Analysis of microarray data from the quadriceps of AR97Q mice at 9 weeks of age between the sedentary and exercise groups. (A) Principal component analysis. (B) GO term enrichment analysis of differentially expressed genes (DEGs) between the sedentary and early exercise groups (*n* = 3 per group). Top five GO terms (Cellular Component) of DEGs (false discovery rate < 0.05, fold‐change ≤ 0.5 or ≥ 2) are listed. All of the top five categories are upregulated in the exercise group. The underlined genes are specifically expressed in fast‐twitch skeletal muscles. Sed, sedentary; Ex, exercise.
**Figure S4.** Differentially expressed genes of microarray data from the quadriceps of AR97Q mice between the sedentary and exercise groups. The top 30 differentially expressed genes that are up‐ (A) or downregulated (B).
**Figure S5.** KEGG AMPK signaling pathway in the quadriceps of AR97Q mice. KEGG pathway analysis is performed by iDEP using the microarray data. Red and green represent up‐ and downregulated genes in the exercise group compared to the sedentary group, respectively. Red and blue circles indicate mitochondrial biogenesis and protein synthesis pathway, respectively.
**Figure S6.** Autophagy, Igf‐1/Akt signaling, and BDNF expression are not elevated by exercise in skeletal muscles of AR97Q. (A) Log fold‐change (FC) of expression levels (Ex/Sed) of HGNC (https://www.genenames.org/) autophagy‐related genes from microarray data of the quadriceps of AR97Q mice at 9 weeks of age. Red and blue represent up‐ and downregulated genes in the exercise group, respectively. (B) Immunoblots for Becn1 and LC3 of the quadriceps of WT and AR97Q mice (*n* = 3 per group). (C) Log FC (Ex/Sed) and false discovery rate (FDR) of *Igf1* and *Bdnf* expression levels from microarray data of the quadriceps of AR97Q mice. (D) Immunoblots for phosphorylated (Ser‐473) and total Akt of the quadriceps of AR97Q mice (*n* = 5 per group). Sed, sedentary; Ex, exercise, *P < 0.05 by unpaired t‐test.
**Figure S7.** AMPK activation by AICAR reduces polyQ‐expanded AR aggregation in C2C12 cells. (A) Immunoblots for AR in non‐reducing conditions in C2C12‐AR97Q cells treated with 0.5 mM AICAR for 0, 8 or 24 h. Graphs show densitometry quantification of AR complex and AR monomer levels (*n* = 3). (B) Immunoblots for AR, phosphorylation (Thr‐172), total AMPK, phosphorylation (Thr‐389), total S6K1, and 4EBP1 in C2C12‐AR24Q cells treated with 0.5 mM AICAR for 0 or 24 h. *P < 0.05 by one‐way ANOVA with Tukey's post hoc tests (A) or unpaired t‐test (B). Click here for additional data file.

**Data S1.** Supporting Information Click here for additional data file.

**Data S2.** Supporting Information Click here for additional data file.

# Supplementary material for: Exercise attenuates polyglutamine‐mediated neuromuscular degeneration in a mouse model of spinal and bulbar muscular atrophy
**Source:** J Cachexia Sarcopenia Muscle. 2023 Nov 8;15(1):159–72. doi: 10.1002/jcsm.13344
**Supplement:** Supplementary file 1 — Figure S1. Study design and exercise intensity. (A) Aerobic exercise (5 m/min) was performed from 5 to 9 weeks of age in wild‐type (WT) and AR97Q mice, and the phenotype of the mice was analyzed throughout the entire period. (B) Expression levels of citrate synthase (CS) in the quadriceps of WT and AR97Q mice after 4 weeks of 5 m/min exercise. Figure S2. Effect of exercise on behavior of wild‐type mice. Exercise was started from 5 weeks of age and maintained for 4 weeks in wild‐type (WT) mice. (A) Body weight, (B) grip strength, (C) rotarod performance, and (D) survival rate of WT mice in the sedentary (Sed, n = 14) and exercise (Ex, n = 15) groups are shown. Error bars indicate the standard error of the mean. Figure S3. Analysis of microarray data from the quadriceps of AR97Q mice at 9 weeks of age between the sedentary and exercise groups. (A) Principal component analysis. (B) GO term enrichment analysis of differentially expressed genes (DEGs) between the sedentary and early exercise groups (n = 3 per group). Top five GO terms (Cellular Component) of DEGs (false discovery rate < 0.05, fold‐change ≤ 0.5 or ≥ 2) are listed. All of the top five categories are upregulated in the exercise group. The underlined genes are specifically expressed in fast‐twitch skeletal muscles. Sed, sedentary; Ex, exercise. Figure S4. Differentially expressed genes of microarray data from the quadriceps of AR97Q mice between the sedentary and exercise groups. The top 30 differentially expressed genes that are up‐ (A) or downregulated (B). Figure S5. KEGG AMPK signaling pathway in the quadriceps of AR97Q mice. KEGG pathway analysis is performed by iDEP using the microarray data. Red and green represent up‐ and downregulated genes in the exercise group compared to the sedentary group, respectively. Red and blue circles indicate mitochondrial biogenesis and protein synthesis pathway, respectively. Figure S6. Autophagy, Igf‐1/Akt signaling, and BDNF expression are not elevated by exercise in

# **Exercise attenuates polyglutamine-mediated neuromuscular degeneration in a mouse model of spinal and bulbar muscular atrophy**

Tomoki Hirunagi, Hideaki Nakatsuji, Kentaro Sahashi, Mikiyasu Yamamoto, Madoka Iida, Genki Tohnai, Naohide Kondo, Shinichiro Yamada, Ayuka Murakami, Seiya Noda, Hiroaki Adachi, Gen Sobue, and Masahisa Katsuno

## **SUPPLEMENTAL FIGURES**

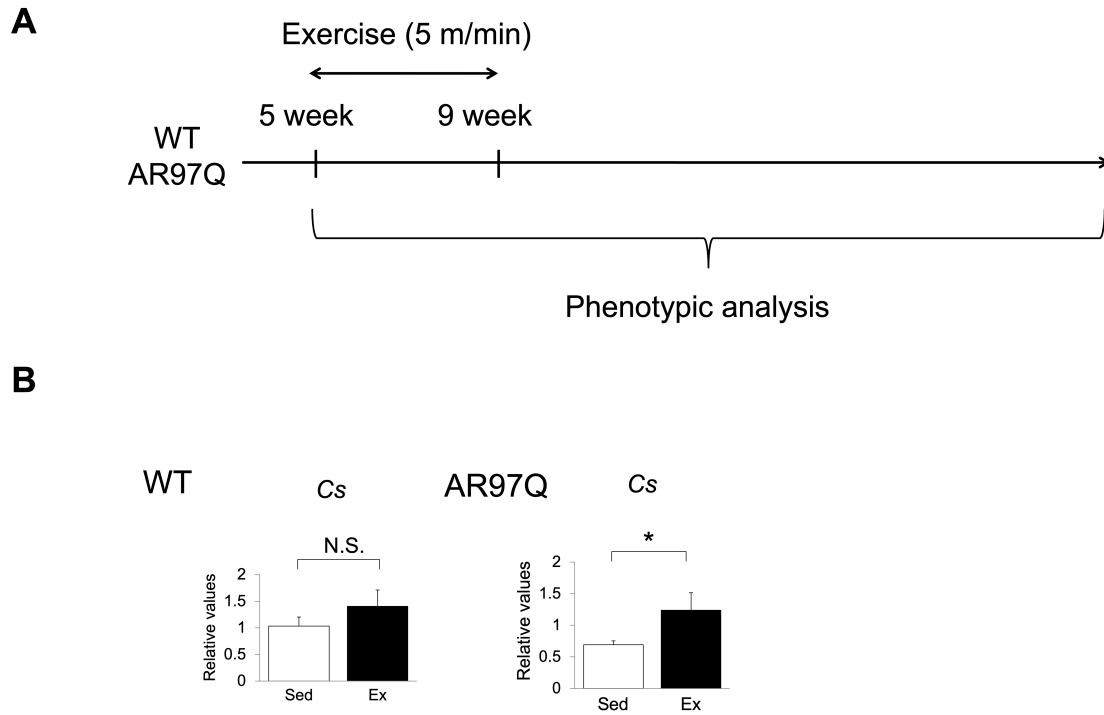

**Figure S1 Study design and exercise intensity.** (A) Aerobic exercise (5 m/min) was performed from 5 to 9 weeks of age in wild-type (WT) and AR97Q mice, and the phenotype of the mice was analyzed throughout the entire period. (B) Expression levels of *citrate synthase* (CS) in the quadriceps of WT and AR97Q mice after 4 weeks of 5 m/min exercise.

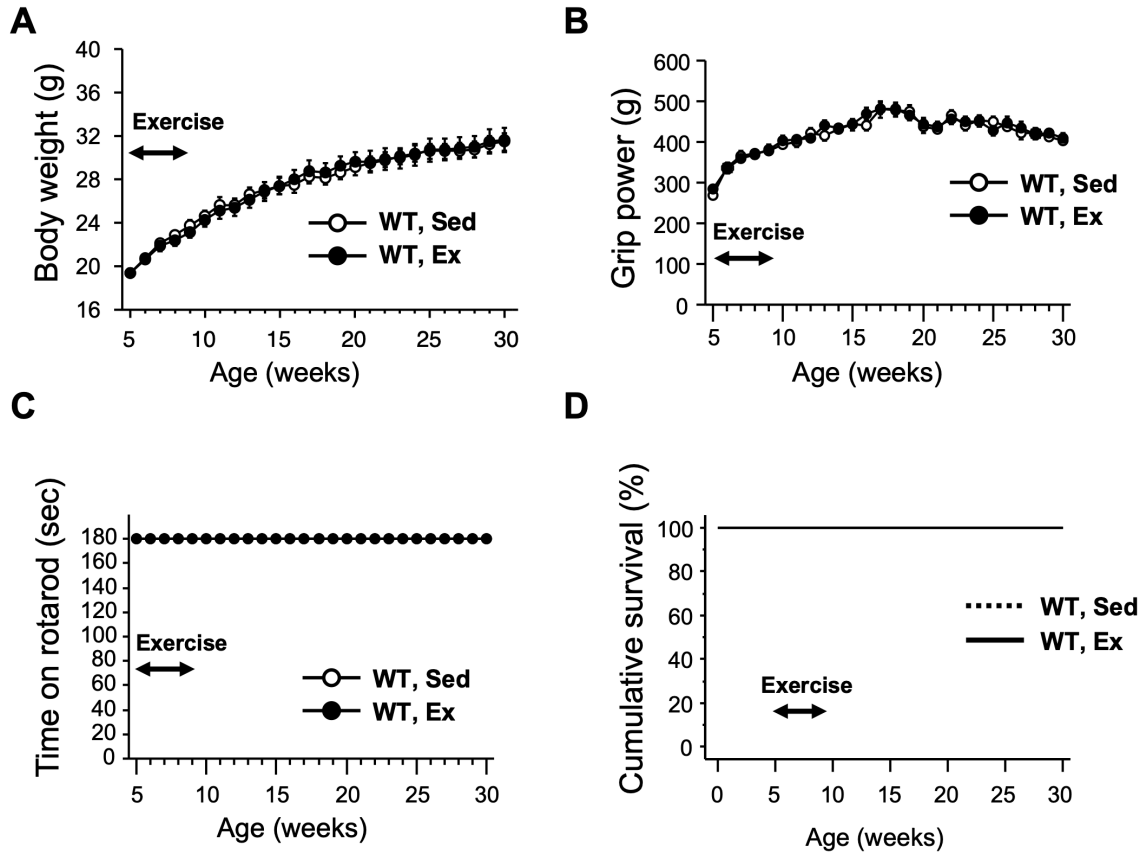

**Figure S2 Effect of exercise on behavior of wild-type mice.** Exercise was started from 5 weeks of age and maintained for 4 weeks in wild-type (WT) mice. **(A)** Body weight, **(B)** grip strength, **(C)** rotarod performance, and **(D)** survival rate of WT mice in the sedentary (Sed, n = 14) and exercise (Ex, n = 15) groups are shown. Error bars indicate the standard error of the mean.

**A**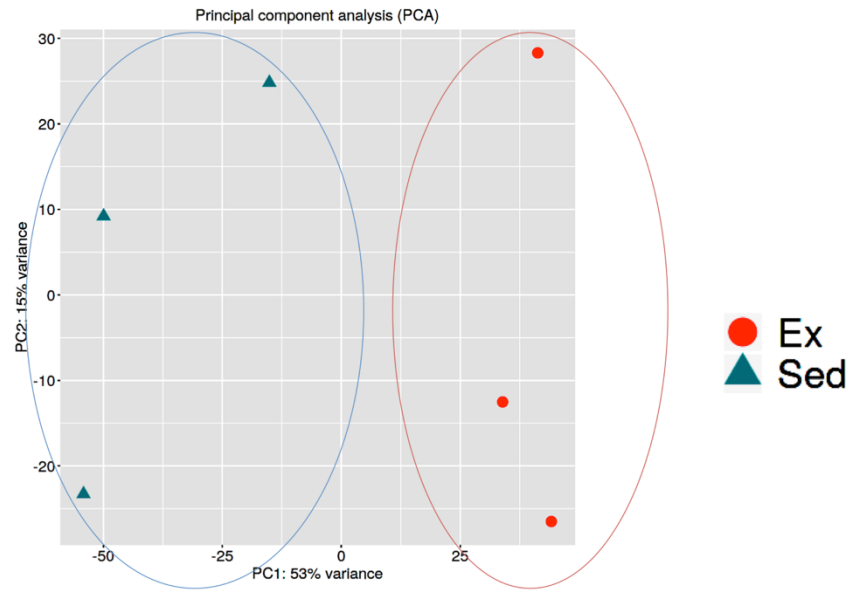**B**

|   | Direction    | Pathway                         | Genes                                                                                                          |
|---|--------------|---------------------------------|----------------------------------------------------------------------------------------------------------------|
| 1 | Up regulated | Sarcoplasmic reticulum membrane | <u>Atp2a1</u> <u>Dhrs7c</u> <u>Casq1</u> Jph2 Art1                                                             |
| 2 | Up regulated | Contractile fiber               | <u>Tmod4</u> <u>Casq1</u> <u>Mybpc2</u> <u>Myoz1</u> <u>Actn3</u><br>Jph2 Acta2 Npnt <u>Myl1</u> <u>Atp2a1</u> |
| 3 | Up regulated | Contractile fiber part          | <u>Tmod4</u> <u>Casq1</u> <u>Mybpc2</u> <u>Myoz1</u> <u>Actn3</u><br>Jph2 Acta2 Npnt <u>Atp2a1</u>             |
| 4 | Up regulated | Sarcoplasmic reticulum          | <u>Atp2a1</u> <u>Dhrs7c</u> <u>Casq1</u> Jph2 Art1                                                             |
| 5 | Up regulated | Myofibril                       | <u>Tmod4</u> <u>Casq1</u> <u>Mybpc2</u> <u>Myoz1</u> <u>Actn3</u><br>Jph2 <u>Myl1</u> <u>Atp2a1</u>            |

**Figure S3 Analysis of microarray data from the quadriceps of AR97Q mice at 9 weeks of age between the sedentary and exercise groups. (A)** Principal component analysis. **(B)** GO term enrichment analysis of differentially expressed genes (DEGs) between the sedentary and early exercise groups (n = 3 per group). Top five GO terms (Cellular Component) of DEGs (false discovery rate < 0.05, fold-change  $\leq 0.5$  or  $\geq 2$ ) are listed. All of the top five categories are upregulated in the exercise group. The underlined genes are specifically expressed in fast-twitch skeletal muscles. Sed, sedentary; Ex, exercise.

**A**

| Symbol        | log2 FC  | Adj.Pval | Ensembl ID          |
|---------------|----------|----------|---------------------|
| 1700001O22Rik | 3.288489 | 2.35E-02 | ENSMUSG00000044320  |
| Ppm1n         | 2.831215 | 2.13E-02 | ENSMUSG00000030402  |
| Smox          | 2.562077 | 2.60E-02 | ENSMUSG00000027333  |
| 2310065F04Rik | 2.506819 | 2.38E-02 | ENSMUSG000000087410 |
| Cacna2d4      | 2.342422 | 2.61E-02 | ENSMUSG000000041460 |
| Nmrk2         | 2.320873 | 2.61E-02 | ENSMUSG000000004939 |
| Cldn3         | 2.252005 | 2.61E-02 | ENSMUSG00000070473  |
| Dmkn          | 2.171951 | 2.61E-02 | ENSMUSG00000060962  |
| Kcnc1         | 2.159699 | 3.19E-02 | ENSMUSG00000058975  |
| BC049352      | 2.157911 | 2.61E-02 | ENSMUSG000000091996 |
| Kcng4         | 2.095916 | 2.35E-02 | ENSMUSG000000045246 |
| Dnase1        | 2.075303 | 2.88E-02 | ENSMUSG00000005980  |
| Nppc          | 2.040938 | 2.61E-02 | ENSMUSG00000026241  |
| 7420701I03Rik | 2.021526 | 2.42E-02 | ENSMUSG00000113620  |
| Kcnf1         | 1.997373 | 3.04E-02 | ENSMUSG000000051726 |
| Cuzd1         | 1.986606 | 4.84E-02 | ENSMUSG000000040205 |
| A230009B12Rik | 1.966165 | 2.13E-02 | ENSMUSG00000089633  |
| Cited4        | 1.959699 | 2.46E-02 | ENSMUSG00000070803  |
| Tbc1d10c      | 1.91046  | 2.13E-02 | ENSMUSG00000040247  |
| Mettl21c      | 1.895102 | 2.49E-02 | ENSMUSG000000047343 |
| Fosb          | 1.893266 | 3.63E-02 | ENSMUSG00000003545  |
| Cxcl1         | 1.873316 | 2.35E-02 | ENSMUSG00000029380  |
| Hsd17b13      | 1.86441  | 4.03E-02 | ENSMUSG00000034528  |
| Amd2          | 1.846546 | 2.61E-02 | ENSMUSG00000063953  |
| Fos           | 1.831821 | 3.24E-02 | ENSMUSG00000021250  |
| 4933401D09Rik | 1.822648 | 2.38E-02 | ENSMUSG00000116924  |
| Mfsd4b5       | 1.796745 | 3.66E-02 | ENSMUSG00000038528  |
| Adam7         | 1.786005 | 4.06E-02 | ENSMUSG00000022056  |
| Smco1         | 1.783159 | 3.78E-02 | ENSMUSG000000046345 |
| Vmn1r82       | 1.75034  | 3.61E-02 | ENSMUSG000000058132 |

**B**

| Symbol      | log2 FC  | Adj.Pval | Ensembl ID          |
|-------------|----------|----------|---------------------|
| Chrmg       | -3.76703 | 3.38E-02 | ENSMUSG00000026253  |
| Plekhh1     | -3.65932 | 2.44E-02 | ENSMUSG00000060716  |
| Al606473    | -3.07208 | 3.38E-02 | ENSMUSG000000093738 |
| Slc18a1     | -2.83115 | 2.96E-02 | ENSMUSG00000036330  |
| Lhx1os      | -2.83097 | 3.55E-02 | ENSMUSG000000087211 |
| Pax6        | -2.78246 | 3.14E-02 | ENSMUSG000000027168 |
| Tfap2a      | -2.57868 | 2.85E-02 | ENSMUSG000000021359 |
| Myh3        | -2.50069 | 4.06E-02 | ENSMUSG00000020908  |
| Scn5a       | -2.49491 | 2.87E-02 | ENSMUSG00000032511  |
| Foxl2os     | -2.44478 | 4.79E-02 | ENSMUSG000000097072 |
| Prr32       | -2.43879 | 2.80E-02 | ENSMUSG000000037086 |
| Tmem181b-ps | -2.40967 | 2.87E-02 | ENSMUSG000000096780 |
| Isl1        | -2.38564 | 3.55E-02 | ENSMUSG000000042258 |
| Arhgap36    | -2.37811 | 2.42E-02 | ENSMUSG000000036198 |
| Stum        | -2.37084 | 2.61E-02 | ENSMUSG000000053963 |
| Dlg2        | -2.29985 | 2.87E-02 | ENSMUSG000000052572 |
| Nefn        | -2.28634 | 2.61E-02 | ENSMUSG000000020396 |
| Col19a1     | -2.27768 | 3.19E-02 | ENSMUSG000000026141 |
| Lhx8        | -2.24755 | 3.46E-02 | ENSMUSG000000096225 |
| Usp29       | -2.23554 | 2.19E-02 | ENSMUSG000000051527 |
| Lhx1        | -2.22002 | 4.55E-02 | ENSMUSG00000018698  |
| Gata4       | -2.19872 | 4.75E-02 | ENSMUSG000000021944 |
| Slc2a5      | -2.15756 | 2.98E-02 | ENSMUSG00000028976  |
| Ano3        | -2.12101 | 3.05E-02 | ENSMUSG000000074968 |
| Pnpla3      | -2.07781 | 4.94E-02 | ENSMUSG000000041653 |
| Chrmd       | -2.07757 | 3.61E-02 | ENSMUSG000000026251 |
| Klra7       | -2.0773  | 3.49E-02 | ENSMUSG000000067599 |
| Sln         | -2.07304 | 3.95E-02 | ENSMUSG000000042045 |
| Chgb        | -2.05863 | 2.35E-02 | ENSMUSG000000027350 |
| Prss16      | -2.05144 | 2.85E-02 | ENSMUSG000000006179 |

**Figure S4 Differentially expressed genes of microarray data from the quadriceps of AR97Q mice between the sedentary and exercise groups.** The top 30 differentially expressed genes that are up- (A) or downregulated (B).

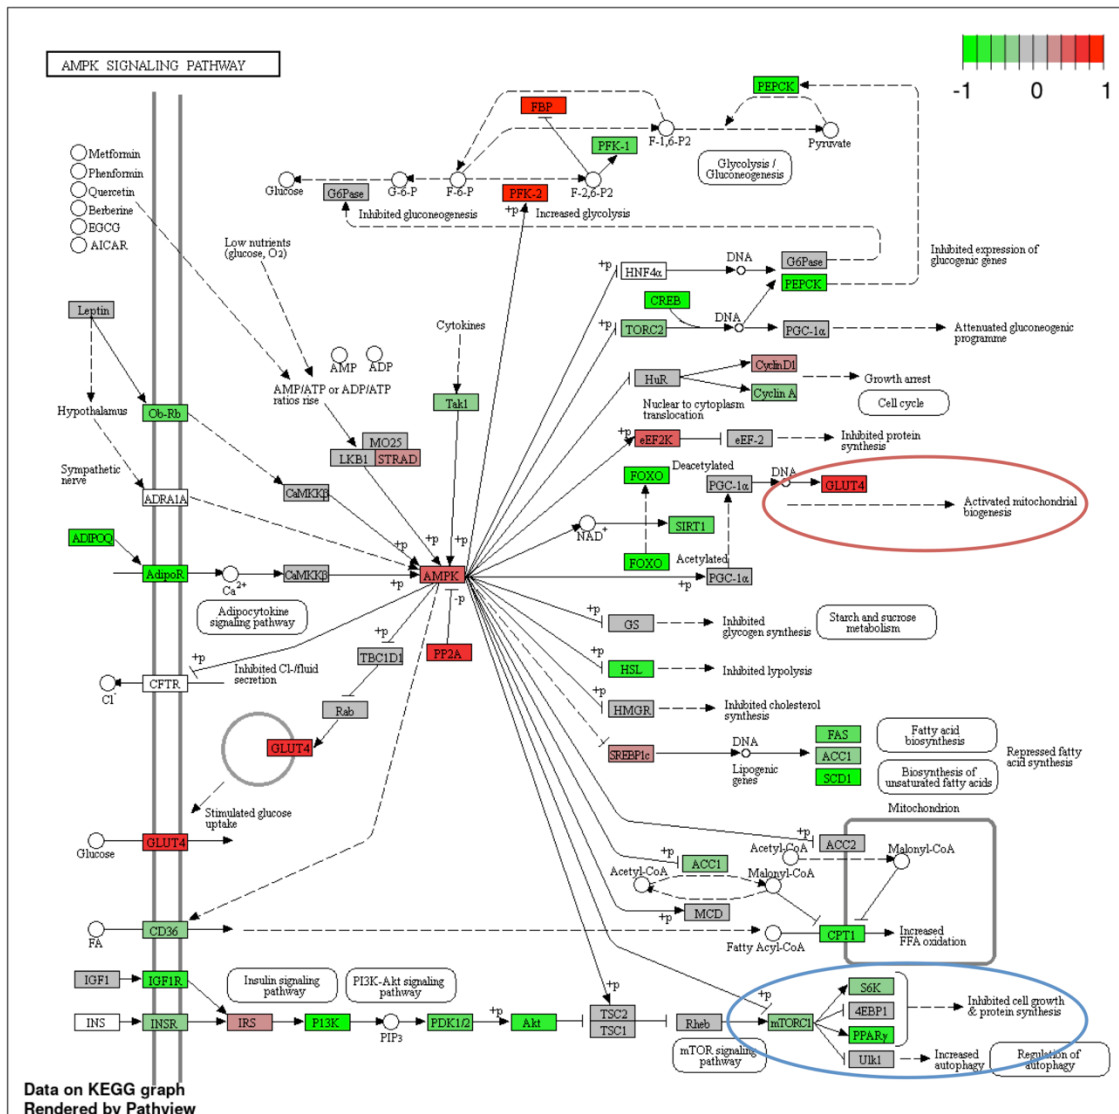

**Figure S5 KEGG AMPK signaling pathway in the quadriceps of AR97Q mice.** KEGG pathway analysis is performed by iDEP using the microarray data. Red and green represent up- and downregulated genes in the exercise group compared to the sedentary group, respectively. Red and blue circles indicate mitochondrial biogenesis and protein synthesis pathway, respectively.

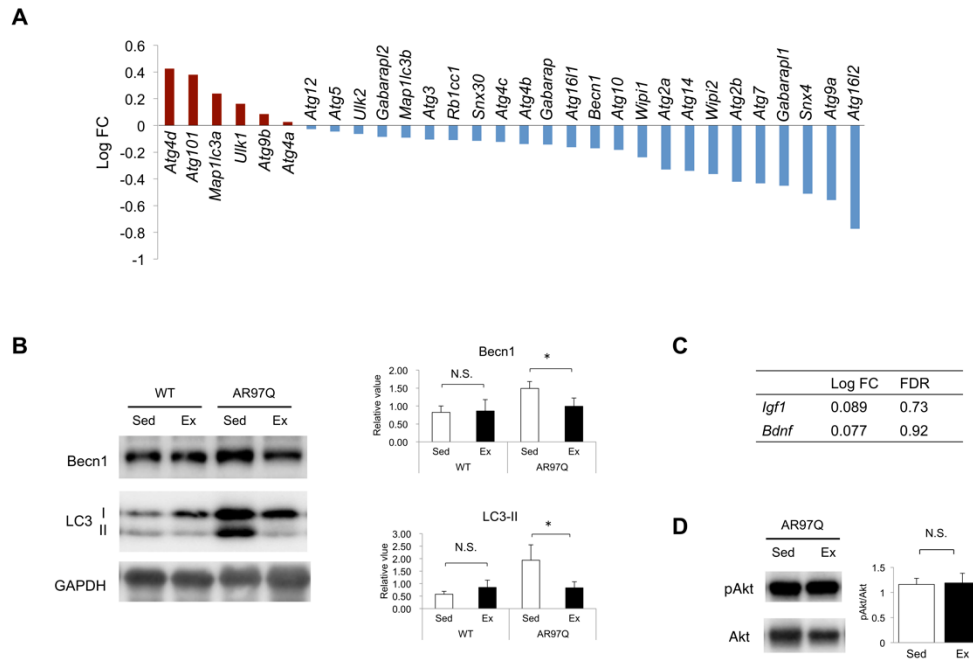

**Figure S6 Autophagy, Igf-1/Akt signaling, and BDNF expression are not elevated by exercise in skeletal muscles of AR97Q. (A)** Log fold-change (FC) of expression levels (Ex/Sed) of HGNC (<https://www.genenames.org/>) autophagy-related genes from microarray data of the quadriceps of AR97Q mice at 9 weeks of age. Red and blue represent up- and downregulated genes in the exercise group, respectively. **(B)** Immunoblots for Becl1 and LC3 of the quadriceps of WT and AR97Q mice (n = 3 per group). **(C)** Log FC (Ex/Sed) and false discovery rate (FDR) of *Igf1* and *Bdnf* expression levels from microarray data of the quadriceps of AR97Q mice. **(D)** Immunoblots for phosphorylated (Ser-473) and total Akt of the quadriceps of AR97Q mice (n = 5 per group). Sed, sedentary; Ex, exercise, \* $P < 0.05$  by unpaired t-test.

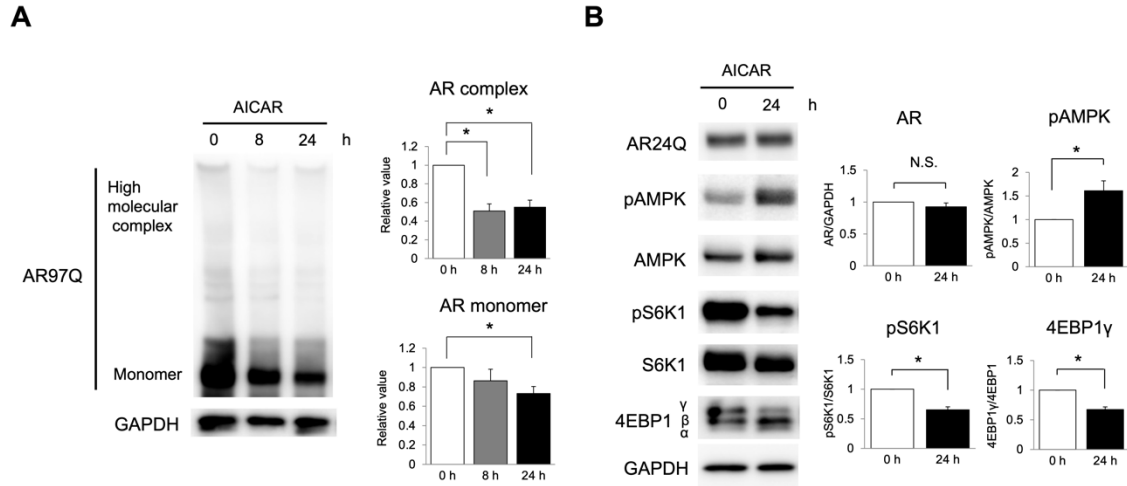

**Figure S7 AMPK activation by AICAR reduces polyQ-expanded AR aggregation in C2C12 cells.** (A) Immunoblots for AR in non-reducing conditions in C2C12-AR97Q cells treated with 0.5 mM AICAR for 0, 8 or 24 h. Graphs show densitometry quantification of AR complex and AR monomer levels ( $n = 3$ ). (B) Immunoblots for AR, phosphorylation (Thr-172), total AMPK, phosphorylation (Thr-389), total S6K1, and 4EBP1 in C2C12-AR24Q cells treated with 0.5 mM AICAR for 0 or 24 h.  $*P < 0.05$  by one-way ANOVA with Tukey's post hoc tests (A) or unpaired t-test (B).

# Supplementary material for: Exercise attenuates polyglutamine‐mediated neuromuscular degeneration in a mouse model of spinal and bulbar muscular atrophy
**Source:** J Cachexia Sarcopenia Muscle. 2023 Nov 8;15(1):159–72. doi: 10.1002/jcsm.13344
**Supplement:** Supplementary file 2 — Data S1. Supporting Information

**Supplemental Methods**

**Immunoblotting**

Mouse tissues and cell lysates were homogenized in CelLytic lysis buffer (Sigma-Aldrich, St. Louis, MO) containing Halt Protease and Phosphatase Inhibitor Cocktails (Thermo Scientific, Waltham, MA). Homogenates were centrifuged at 2,500 g for 20 minutes at 4°C, and the supernatants were boiled in Sample Buffer Solution (Fujifilm) with 10% 2-mercaptoethanol for 10 minutes. Equal amounts of protein were separated on 5%–20% or 15% SDS–PAGE gels and transferred to Hybond-P membranes (GE Healthcare, Piscataway, NJ). Immunoblot analysis was performed with the following primary antibodies: AR (1:2000, H280, Santa Cruz Biotechnology, Santa Cruz, CA); choline acetyltransferase (ChAT) (1:2000, AB144P, Millipore, Billerica, MA); beclin1 (Becn1) (1:2000, #3495, Cell Signaling Technology, Beverly, MA); microtubule-associated protein light-chain 3 (LC3) (1:2000, #12741, Cell Signaling Technology); AMPKα (1:2000, #2532S, Cell Signaling Technology); phospho-AMPKα (Thr-172) (1:1000, #2535S, Cell Signaling Technology); ribosomal protein S6 kinase B1 (S6K1) (1:2000, #9202S, Cell Signaling Technology); phospho-S6K1 (Thr 389) (1:1000, #9205, Cell Signaling Technology); eukaryotic translation initiation factor 4E binding protein 1 (4EBP1) (1:1000, #9452, Cell Signaling Technology); heat shock protein 70 (Hsp70) (1:2000, #4872, Cell Signaling Technology); Hsp40 (1:2000, #4868, Cell Signaling Technology) or glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (1:5000, Cell Signaling Technology, #2118). This step was followed by incubation with secondary antibody conjugated with horseradish peroxidase at a 1:3000 dilution. The ECL Plus system (GE Healthcare) was used for detection of proteins. An LAS-3000 imaging system (Fujifilm, Tokyo, Japan) was used to produce digital images. The signal intensities of the blots were quantified using IMAGE GAUGE software version 4.22 (Fujifilm) or ImageJ software (NIH, Bethesda, MD) and expressed in arbitrary units.

**Histology and immunohistochemistry**

Tissues were dissected, post-fixed in 10% phosphate-buffered formalin, and processed for paraffin embedding. The sections to be stained with the anti-polyglutamine antibody (1C2; 1:20,000, MAB1574, Millipore) were treated with formic acid for 5 minutes at room temperature. The sections to be incubated with the anti-ChAT antibodies (1:2000, AB144P, Millipore) were boiled in 10 mM citrate buffer for 15 minutes. Primary antibody binding was probed using a secondary antibody labeled with a polymer as part of the Envision+ system using horseradish peroxidase (Dako Cytomation, Gostrup, Denmark). The immunohistochemical sections were photographed with an optical microscope (Axio Imager M1, Carl Zeiss AG, Go¨ttingen, Germany). To measure muscle fiber size, paraffin-embedded sections (6 mm thick) of the quadriceps muscles were air-dried and stained with hematoxylin and eosin. For preparation of frozen sections, quadriceps muscles were snap frozen in acetone. Sections of unfixed muscle tissue were cut at 10 μm in a cryostat and processed for nicotinamide adenine dinucleotide (NADH) and myosin heavy chain (MHC) staining. For NADH staining, slides were incubated in NADH and NBT solution at 37°C for 1 hour and placed in 10% formalin for 20 minutes. Slides were then rinsed and mounted with mounting medium. For MHC staining, cryostat sections were fixed in acetone for 10 minutes and stained with primary antibodies against MHC type I (1:50, BA-F8), type IIa (1:600, SC-71) and type IIb (1:100, BF-F3) (Developmental Studies Hybridoma Bank, Iowa, IA) in accordance with previous reports ^32,S21^. Immunoreactivity was detected using the following secondary antibodies: Alexa Fluor 647 IgG2b (1:500), Alexa Fluor 488 IgG1 (1:500), and Alexa Fluor 555 IgM (1:500) (Invitrogen, Carlsbad, CA). A fluorescent microscope (BZ-X710, Keyence, Osaka, Japan) was used to visualize slides.

**Quantitative analysis of immunohistochemistry**

To quantitatively assess the 1C2-positive cells, at least 50 consecutive 6-mm-thick axial sections of the thoracic spinal cord and skeletal muscle were prepared, and every fifth section was immunostained with each antibody. The numbers of 1C2-positive cells were counted in all the neurons of the anterior horn of the 10 axial sections from the thoracic spinal cord of each group of mice under a light microscope (Bx51; Olympus, Tokyo, Japan). Motor neurons were defined by their presence within the anterior horn and the obvious nucleolus in a specific 6-μm-thick section. The numbers of 1C2-positive cells in the quadriceps muscles were calculated for 500 fibers in randomly selected areas of the 10 axial sections. Muscle fiber and motor neuron sizes were measured by ImageJ software.

**Quantification of mRNA levels**

Total RNA was isolated from cell pellets and tissues homogenized in TRIzol Reagent (Thermo Scientific) using a PureLink Genomic DNA Mini Kit (Thermo Scientific) according to the protocol supplied by the manufacturer. Total RNA was reverse transcribed using SuperScript III Reverse Transcriptase (Thermo Scientific). Real-time quantitative PCR amplification was performed using the iCycler system (Bio-Rad, Hercules, CA) using the Thunderbird qPCR mix (Toyobo, Osaka, Japan) according to the protocol recommended by the manufacturer. The results for each sample were normalized to the respective *beta-2 microglobulin* (*B2m*) mRNA levels. The primer sets were as follows: *B2m*, 5′-CTGACCGGCCTGTATGCTAT-3′ (forward) and 5′-CCGTTCTTCAGCATTTGGAT-3′ (reverse); *Cs*, 5’-GGACAATTTTCCAACCAATCTGC-3’ (forward) and 5’-TCGGTTCATTCCCTCTGCATA-3’ (reverse); human *AR*, 5′-CGGAAGCTGAAGAAACTTGG-3′ (forward) and 5′-ATGGCTTCCAGGACATTCAG-3′ (reverse); *Atp2a1*, 5′-TGTTTGTCCTATTTCGGGGTG-3′(forward) and 5′-AATCCGCACAAGCAGGTCTTC-3′ (reverse); *Casq1*, 5′-ATGAGAGCTACCGACAGGATG-3′ (forward) and 5′-CACCGTCGTACTCAGGGAAG-3′ (reverse); *Jph2*, 5′-CCAAGGGCCAGGGTGAATAC-3′ (forward) and 5′-TGGCTCCAATATCCCTCAAAGG-3′ (reverse); *Dhrs7c*, 5′-AGGTCCTGGACTGCTACGG-3′ (forward) and 5′-GGGTCCGAAGTAGTTGGCATC-3′ (reverse); *Art1* 5′-ATTCCTGCTATGATGTCTCTCCT-3′ (forward) and 5′-TGTCCAGGGGTGTTTCTTGAG-3′ (reverse).

**Microarray analysis**

Male AR97Q mice were examined at 9 weeks of age for each group (sedentary or exercise, n = 3 per group). Total RNA was isolated as described above. The quality of total RNA was assessed with Agilent 2200 TapeStation, and and the RNA integrity number values showed sufficiently high quality. The cDNA preparation, hybridization process and microarray data analysis were performed by TAKARA BIO (Otsu, Japan). Slides were scanned immediately after washing on the Agilent SureScan Microarray Scanner (G2600D) using one color scan setting for 8×60k array slides (scan area 61×21.6 mm, scan resolution 3 μm, dye channel was set to Green, and PMT was set to 100%). The scanned images were analyzed with Feature Extraction Software (Agilent Technologies) using default parameters to obtain background subtracted and spatially detrended Processed Signal intensities. Expression data were analyzed using iDEP (http://bioinformatics.sdstate.edu/idep90/) ^S22^. Genes with false discovery rate (FDR) < 0.05 and absolute Log fold-change (FC) ≥ 1 were defined as differentially expressed genes (DEGs) between each group. Parametric Gene Set Enrichment Analysis (PGSEA) was performed to identify sets of related genes altered in each group.

# Supplementary material for: Exercise attenuates polyglutamine‐mediated neuromuscular degeneration in a mouse model of spinal and bulbar muscular atrophy
**Source:** J Cachexia Sarcopenia Muscle. 2023 Nov 8;15(1):159–72. doi: 10.1002/jcsm.13344
**Supplement:** Supplementary file 3 — Data S2. Supporting Information

S1. Liu Y, Yan T, Chu JMT, Chen Y, Dunnett S, Ho YS *et al.* The beneficial effects of physical exercise in the brain and related pathophysiological mechanisms in neurodegenerative diseases. *Lab Investig* 2019;**99**:943–957.

S2. Fernando P, Bonen A, Hoffman-Goetz L. Predicting submaximal oxygen consumption during treadmill running in mice. *Can J Physiol Pharmacol***71**:854–857.

S3. Siu PM, Donley DA, Bryner RW, Alway SE. Citrate synthase expression and enzyme activity after endurance training in cardiac and skeletal muscles. *J Appl Physiol* 2003;**94**:555–560.

S4. Kaneb HM, Sharp PS, Rahmani-Kondori N, Wells DJ. Metformin treatment has no beneficial effect in a dose-response survival study in the SOD1 G93A mouse model of ALS and is harmful in female mice. *PLoS One* 2011;**6**: e24189.

S5. Ringer C, Büning LS, Schäfer MKH, Eiden LE, Weihe E, Schütz B. PACAP signaling exerts opposing effects on neuroprotection and neuroinflammation during disease progression in the SOD1(G93A) mouse model of amyotrophic lateral sclerosis. *Neurobiol Dis* 2013;**54**:32–42.

S6. Kim SY, Volsky DJ. PAGE: Parametric analysis of gene set enrichment. *BMC Bioinformatics* 2005;**6**:1–12.

S7. Jørgensen SB, Richter EA, Wojtaszewski JFP. Role of AMPK in skeletal muscle metabolic regulation and adaptation in relation to exercise. *J Physiol* 2006;**574**:17–31.

S8. Brandauer J, Andersen MA, Kellezi H, Risis S, Frøsig C, Vienberg SG *et al.* AMP-activated protein kinase controls exercise training- and AICAR-induced increases in SIRT3 and MnSOD. *Front Physiol* 2015;**6**:1–16.

S9. Kanehisa M, Furumichi M, Sato Y, Ishiguro-Watanabe M, Tanabe M. KEGG: Integrating viruses and cellular organisms. *Nucleic Acids Res* 2021;**49**:D545–D551.

S10. Luo W, Brouwer C. Pathview: An R/Bioconductor package for pathway-based data integration and visualization. *Bioinformatics* 2013;**29**:1830–1831.

S11. Ojuka EO, Jones TE, Nolte LA, Chen M, Wamhoff BR, Sturek M *et al.* Regulation of GLUT4 biogenesis in muscle: Evidence for involvement of AMPK and Ca2+. *Am J Physiol - Endocrinol Metab* 2002;**282**:1008–1013.

S12. Shah OJ, Anthony JC, Kimball SR, Jefferson LS. 4E-BP1 and S6K1: translational integration sites for nutritional and hormonal information in muscle. *Am J Physiol Endocrinol Metab* 2000;**279**:E715-E729.

S13. Kim J, Kundu M, Viollet B, Guan KL. AMPK and mTOR regulate autophagy through direct phosphorylation of Ulk1. *Nat Cell Biol* 2011;**13**:132–141.

S14. Eskelinen EL, Saftig P. Autophagy: A lysosomal degradation pathway with a central role in health and disease. *Biochim Biophys Acta - Mol Cell Res* 2009;**1793**:664–673.

S15. Pedersen BK, Febbraio MA. Muscles, exercise and obesity: Skeletal muscle as a secretory organ. *Nat Rev Endocrinol* 2012;**8**:457–465.

S16. Kjøbsted R, Hingst JR, Fentz J, Foretz M, Sanz MN, Pehmøller C *et al.* AMPK in skeletal muscle function and metabolism. *FASEB J* 2018;**32**:1741–1777.

S17. Narkar VA, Downes M, Yu RT, Embler E, Wang YX, Banayo E *et al.* AMPK and PPARδ Agonists Are Exercise Mimetics. *Cell* 2008;**134**:405–415.

S18. Bolster DR, Crozier SJ, Kimball SR, Jefferson LS. AMP-activated protein kinase suppresses protein synthesis in rat skeletal muscle through down-regulated mammalian target of rapamycin (mTOR) signaling. *J Biol Chem* 2002;**277**:23977–23980.

S19. Drake JC, Alway SE, Hollander JM, Williamson DL. AICAR treatment for 14 days normalizes obesity-induced dysregulation of TORC1 signaling and translational capacity in fasted skeletal muscle. *Am J Physiol - Regul Integr Comp Physiol* 2010;**299**:1546–1554.

S20. Roemers P, Hulst Y, van Heijningen S, van Dijk G, van Heuvelen MJG, De Deyn PP *et al.* Inducing Physical Inactivity in Mice: Preventing Climbing and Reducing Cage Size Negatively Affect Physical Fitness and Body Composition. *Front Behav Neurosci* 2019;**13**:221.

S21. Bloemberg D, Quadrilatero J. Rapid determination of myosin heavy chain expression in rat, mouse, and human skeletal muscle using multicolor immunofluorescence analysis. *PLoS One* 2012;**7**: e35273.

S22. Ge SX, Son EW, Yao R. iDEP: An integrated web application for differential expression and pathway analysis of RNA-Seq data. *BMC Bioinformatics* 2018;**19**:1–24.

How the deposited data were processed for this re-analysis (not part of the article)

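Gene expression was measured in the quadriceps of 6 male AR97Q mice at 9 weeks of age, 3 from the exercise group and 3 from the sedentary group, with 1 array per mouse. The authors labelled the RNA with a single dye, hybridized it to Agilent SurePrint G3 mouse arrays and read the images with Feature Extraction 12.1.0.3. The authors deposited 1 scanner file per array, in which each spot has a processed signal, an intensity on a linear scale from which the background was subtracted and spatial trends were removed. The files also hold the median signal of the spot and of its local background, and flags for control spots, outliers, saturation and signal well above background. The authors also deposited a table of values for all arrays, without stating how it was made. Each of its columns was the processed signal of that array multiplied by 1 factor, between 1.33 and 1.88, such that the mean of the spots that are not controls was 2500 on every array after 2% of the spots at each end were left out. The paper's methods name iDEP for the differential expression and give the threshold of FDR under 0.05 and an absolute log2 fold change of at least 1. They name no scaling between arrays.

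From the deposited intensities, log2 of the processed signal was taken after control spots (3671 of 62976 spots per array) and spots with an outlier flag were left out. Spots of 1 probe were averaged, and each array's 75th percentile was subtracted. Probes with a missing value on any array (22) were left out. Probes well above background on at least 3 of the 6 arrays were kept, 32726 of 56605. The scanner files carry no gene names, so probes were named by matching their transcript accessions, without versions, to a table of the GRCm38 reference, which was used for names only. Of the probes, 34566 matched, and 22039 kept the identifier of the array design. For a gene with several probes, as for 6067 of those tested, the probe with the highest mean over all arrays was used. The tested 25005 genes and transcripts comprised 15745 with a matched name and 9260 under the file's own identifier. Where the kept probes of a named gene gave opposite signs, the values of the other probes are given.

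Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over all genes tested), without covariates. Principal components were computed on centred values. The gene sets of the paper's enrichment databases were not used here. In their place, 17 lists written before the data were examined were tested with camera on the moderated statistics, with a preset correlation of 0.01 and Benjamini-Hochberg over the lists. They are mitochondrial protein complex, respiratory chain, mitochondrial ribosome, mTOR pathway, autophagy-related, fast-twitch, slow-twitch, denervation marker, AMPK subunit, adipocyte marker, immediate early, proteasome, atrogene, macrophage marker, red blood cell marker, Schwann cell and nerve marker, and smooth muscle marker genes. Array means of a list were compared with an exact permutation test, which cannot go below p = 0.1 with 3 arrays against 3. A probe not well above background on any array of 1 group has only a limit there. Its fold change is given as at least the ratio of the bright group's geometric mean to the dim group's geometric mean, with each dim value raised to the lowest signal of a probe well above background on that array. The genes named are those the paper names for the arrays, the 5 with the largest rise and the 5 with the largest fall among DEGs whose groups do not overlap, and the largest changes of a reported list. Citrate synthase (Cs), B2m and the myosin heavy chain genes Myh1, Myh2, Myh4 and Myh7 were chosen after their values were seen. So were Myl3, Myh8, Trim63 and Lep, as changes against the direction of their list.

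The test was tried on simulated arrays with the sizes of these, in which 200 of the 25005 genes and transcripts were changed by 2 on the log2 scale. It recovered 86.5% of them and called 10 unchanged ones, and 0 of 20 unshifted lists passed the threshold. The simulated genes varied independently of each other and the lists were random genes. The simulation therefore cannot show how often a list of correlated genes passes without a group difference. On the real arrays, the other groupings of the arrays gave between 5 and 10 lists past the threshold.

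The alternatives set in advance were quantile normalization, subtraction of the array median and no scaling, normexp background correction, no filter on dim probes and a filter on all arrays, the mean of a gene's probes and the probe with the largest SD, the deposited table of values, each array left out in turn, the replicate number as a block, array weights, eBayes with trend and robust, the methods' t-test, other thresholds, camera with an estimated correlation, fry, and for the principal components unit variance and all probes. Normexp used an offset of 50 and the median signal of each spot with the median of its local background, since the files do not hold the mean signal. Scaling on 8 spike-in probes, the strip of the slide as a block and a restriction to named probes were added after the data were seen. Between 54.6 and 59.9% of the probes of an array were well above background, and no spot was saturated. Correlations of the deviations from the group means between samples with the same replicate number were 0.02, 0.08 and 0.04, so the numbers do not pair the samples.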

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

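The tests of scaling in this part were chosen after the result was seen, and the test of the other immediate early genes and the count of other groupings of the arrays were set before.

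The immediate early genes, which the paper reports only through Fos and Fosb in Fig. S4, were higher in the exercise group. Of the 14 genes 13 were higher, with a mean log2 fold change of 0.97 (camera adjusted p = 1.14e-04, fry adjusted p = 0.0169, camera with the correlation estimated adjusted p = 0.330), and all exercise arrays lay above all sedentary arrays. Fos was higher by 1.99 (standard error 0.34, limma adjusted p = 0.0240) and Fosb by 2.06 (standard error 0.40, adjusted p = 0.0266). The values argue against scaling as the source, because the mean relative to the median of all genes was still 0.90 with quantile normalization. Scaling by 1 factor per array gives 0.95 by construction and tests nothing here. The mean on this scale was 0.75 with normexp and 0.79 without a filter on dim probes. Without Fos and Fosb, the other 12 genes had a mean of 0.80, and 11 were higher (camera p = 3.38e-04, camera p with the correlation estimated 0.124). This is what a general immediate early response would give, whether at dissection or after the last bout. The paper states that the mice were killed on the day following their last bout, and the hours between are not given. An effect of the training itself gives the same direction and was not tested. Chance cannot be excluded for the lists, since 3 of the 10 ways to group the arrays 3 against 3 gave as many lists past the threshold as the 9 found here.

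The proteasome genes, which the paper does not report from the arrays, were all higher in the exercise group. The mean log2 fold change of the 31 genes was 0.16 (camera adjusted p = 0.00178, fry adjusted p = 0.00261, camera with the correlation estimated adjusted p = 0.312), with every exercise array above every sedentary array. Psmb6 had an adjusted p of 0.0280 with a log2 fold change of 0.38 (standard error 0.08). Scaling an array by 1 factor moves all genes alike, so the mean of -0.31 with no scaling and 0.00413 in the deposited values restate a shift of all genes. Relative to the median of all genes, the mean was 0.14 with the 75th percentile, the array median, the deposited values and no scaling. It was -0.051 with quantile normalization, where the mean itself was -0.070, -0.012 with normexp and -0.018 without a filter on dim probes. The sign of this small difference therefore varies with the scaling, the background correction and the genes compared with, and these values do not settle its direction or its source. An effect of the exercise on the proteasome stays open and was not tested further.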

How the results depend on the processing

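Alternatives added after the data were seen are the strip of the slide as a block, scaling on the spike-in probes and the restriction to named probes. All others were set in advance. The slide as a block was not run, because all arrays were on 1 slide and in 1 scan. Where no cause is given for a change, the cause was not tested.

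With the 75th percentile, 430 genes and transcripts were upregulated and 264 downregulated. The counts stayed within 1.5 times of these with quantile normalization (362 and 216), the mean of the probes (422 and 271), the probe with the largest SD (465 and 298), eBayes with trend and robust (458 and 309) and an FDR under 0.1 (501 and 376). With the array median 591 were upregulated and 217 downregulated. They moved to 127 and 2194 with no scaling, 192 and 60 with normexp, 237 and 553 with the deposited values, and 680 and 567 with array weights. The methods' t-test gave 462 upregulated and 313 downregulated at an unadjusted p under 0.05 with the fold change minimum, and 25 and 25 after Benjamini-Hochberg. Without the fold change minimum limma gave 2868 and 1530, by construction. Without a filter on dim probes 44916 were tested and 715 upregulated and 348 downregulated. With a filter on all arrays 22287 were tested and 378 and 156 called. Scaling on the spike-in probes gave 121 and 2873. Only named probes gave 270 and 110, because fewer were tested. Of the DEGs, 38.0% were downregulated in the main setting, 37.4% with quantile normalization, 26.9% with the array median, 70.0% in the deposited values, 94.5% with no scaling and 96.0% with the spike-in probes. The median log2 fold change of all genes was 0.03 in the main setting, 0.11 with the array median, -0.02 with quantile normalization, -0.13 in the deposited values, -0.45 with no scaling and -0.51 with the spike-in probes. All 264 downregulated and 237 of the upregulated DEGs of the main setting remained in the deposited values.

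Leaving out an array gave between 0 and 715 upregulated and between 0 and 479 downregulated. The higher counts came without sedentary mouse 1. Without any other single array limma called at most 1, although between 6686 and 8146 genes had an unadjusted p under 0.05. The adjusted p-values of the DEGs lay close to the threshold, with a lowest value of 0.0234.

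The replicate numbers do not pair the samples, since the correlations of the deviations of same-numbered samples were 0.02, 0.08 and 0.04. With the number as a replicate block, limma called 0 upregulated and 0 downregulated, with 8591 genes at an unadjusted p under 0.05, and the methods' t-test was run only without the block. In this fit the slow-twitch genes had a mean of -0.32 and passed the threshold (adjusted p = 0.0405). With the strip as a block, limma called 0 upregulated and 3 downregulated, with 4827 genes at an unadjusted p under 0.05.

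The first component held 52.0% of the variance in the main setting and between 50.0 and 59.2% with an array left out. It held 68.0% with no scaling, 65.9% with normexp, 37.6% without a filter, 59.4% with a filter on all arrays, 48.0% with unit variance, 37.7% over all probes and 70.4% with the spike-in probes.

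The mean log2 fold changes of the fast-twitch (0.48 to 1.11 over the settings that keep all arrays), denervation (-1.87 to -0.72) and immediate early genes (0.43 to 1.14) kept their direction and stayed past the threshold under every alternative except camera with the correlation estimated. With that test the means of 1.02, -1.33 and 0.97 had adjusted p-values of 0.349, 0.330 and 0.330. The 3 mitochondrial lists and the proteasome genes, with means of 0.43, 0.51, 0.38 and 0.16, were not past it either (adjusted p between 0.312 and 0.330). With an array left out, the mean lay between 0.86 and 1.23 for the fast-twitch, between -1.63 and -1.16 for the denervation and between 0.40 and 0.47 for the mitochondrial protein complex genes.

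With no scaling the mean turned to -0.048 for the mitochondrial protein complex, -0.10 for the mitochondrial ribosome, -0.38 for the mTOR pathway, -0.45 for the autophagy-related, -0.24 for the AMPK subunit and -0.31 for the proteasome genes. With the spike-in probes it turned to -0.12, -0.16, -0.45, -0.52, -0.31 and -0.38 for the same lists and to -0.031 for the respiratory chain genes. Both settings lower the median of all genes. With quantile normalization the mean turned to -0.014 for the mTOR pathway, -0.068 for the autophagy-related and -0.070 for the proteasome genes, and in the deposited values to -0.067 for the mTOR pathway and -0.14 for the autophagy-related genes. With normexp it turned to -0.018 for the autophagy-related genes. The mean of the proteasome genes was 0.082 with normexp and 0.00413 in the deposited values, no longer past the threshold. By fry the mTOR pathway genes (0.090) and the AMPK subunit genes (0.23) were past it, and in the main setting they were not.

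The slow-twitch genes had a mean of -0.32 in the main setting. They were past the threshold with quantile normalization (-0.50), the array median (-0.23), normexp (-0.37), no filter (-0.32) and the strip as a block (-0.44). They were also past it without exercise mouse 3 (-0.58, camera adjusted p = 0.00131) and without sedentary mouse 2 (-0.38, 0.0394). Without any other single array they were not, and the mean lay between -0.58 and -0.11 with an array left out. The adipocyte markers had a mean of -0.49 in the main setting. They were past the threshold with quantile normalization (-0.63), the array median (-0.40), normexp (-0.50), no filter (-0.49), a filter on all arrays (-0.49), the probe with the largest SD (-0.51), array weights (-0.65) and the strip as a block (-0.52). They were also past it without exercise mouse 3 (-0.81, camera adjusted p = 6.29e-05) and without sedentary mouse 3 (-0.60, 0.0123). Without any other single array they were not, and the mean lay between -0.81 and -0.24 with an array left out. Over all alternatives, the adjusted p of the slow-twitch genes lay between 0.00104 and 0.828 and that of the adipocyte markers between 6.29e-05 and 0.630.

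The genes below changed sign under at least 1 alternative. Of these, Acta2, Prkab2, Atg101, Cs, Psmb6 and Myh8 had an adjusted p under 0.05 in the main setting and the others did not. With the mean of the probes it was -0.12 for Acta2, -0.82 for Lhx8 and -0.91 for Pnpla3. With the probe of the largest SD it was -2.11 for Lhx8, -1.95 for Pnpla3 and -0.71 for Myh8, and with normexp -1.17 for Lhx8, -0.85 for Pnpla3 and -0.087 for Map1lc3b. With no scaling it was -0.29 for Hsd17b13, -0.35 for Pnpla3, -0.29 for Igf1, -0.23 for Bdnf, -0.19 for Eif4ebp1, -0.45 for Map1lc3b, -0.095 for Psmb6, -0.067 for Myh1 and -0.051 for Myh2. With the spike-in probes it was -0.35 for Hsd17b13, -0.067 for Lhx8, -0.42 for Pnpla3, -0.36 for Igf1, -0.30 for Bdnf, -0.017 for Prkab2, -0.26 for Eif4ebp1, -0.52 for Map1lc3b, -0.00260 for Atg101, -0.16 for Psmb6, -0.065 for Cs, -0.13 for Myh1 and -0.12 for Myh2. In the deposited values it was -0.038 for Pnpla3 and -0.14 for Map1lc3b, and with quantile normalization -0.24 for Map1lc3b and -0.027 for Myh1. With the array median it was 0.051 for Rps6kb1, 0.075 for Becn1 and 0.025 for Fabp4, with array weights 0.010 for Rps6kb1, -0.00857 for Map1lc3b and 0.11 for Myh7, and with the strip as a block -0.034 for Igf1, -0.26 for Bdnf, 0.063 for Becn1 and -0.035 for Myh2. With an array left out it lay between -0.20 and 0.50 for Bdnf, between -0.050 and 0.037 for Becn1, between -0.017 and 0.052 for Map1lc3b, between -0.23 and 0.11 for Fabp4 and between -1.08 and 0.35 for Myh7. Over 72 genes and transcripts and all settings, 998 of 1498 values kept their direction and their side of the threshold, 384 were weaker, 63 stronger and 53 of opposite sign.

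Arrays give no count of molecules, and the signal over background limits what they show. Of the DEGs, 36 upregulated and 94 downregulated had a probe not well above background on any array of the lower group, so that the size of the change is not known for them.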

Differences from the paper's values

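The paper reports 230 upregulated and 561 downregulated DEGs, and 430 and 264 were found here. For the upregulated DEGs, the values fell within 1.5 times of the paper's with normexp (192) and with the deposited values (237), and with no other alternative set before the data were examined. For the downregulated DEGs they did so with the deposited values (553), array weights (567), an FDR under 0.1 (376) and without sedentary mouse 1 (479), and not with the others. The deposited values are the only alternative under which both counts did. Downregulated DEGs outnumber upregulated ones in the paper and not here in the main setting.

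In Fig. S4, 55 of the 60 listed genes could be compared and 6 differed. For 2 of the upregulated and 12 of the downregulated genes, the probe was not well above background on any array of the lower group. Only a limit was compared for them, and a limit smaller than the paper's value cannot show a difference. For Nefh the limit was a log2 fold change of -0.56, where the paper's value is -2.29. Whether such genes differ from the paper is therefore not known. For Kcnc1 the paper's log2 fold change is 2.16 and 1.24 was found here, where its other probes gave 1.72 and 2.35, and the mean of the probes and the probe with the largest SD bring the value within the spread of the arrays. For Hsd17b13 the paper's value is 1.86 and 0.19 was found, with 2.20 on its other probe, for Lhx8 it is -2.25 and 0.47 was found, and for Pnpla3 it is -2.08 and 0.12 was found. For these 3 genes the probe with the largest SD is the only alternative set before the data were examined that closes the difference. For Usp29 the paper's value is -2.24 and -0.41 was found, and none of the alternatives closes it. A dimmer probe of Usp29, well above background on 2 of the 6 arrays, had a log2 fold change of -2.31. For Chgb the paper's value is -2.06 and -1.39 was found, and no scaling and array weights close the difference and the others do not.

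Of the genes that Fig. S4 lists as DEGs, Cldn3, Kcnf1, Adam7, Vmn1r82 and Dlg2 were left out by the filter on dim probes and were called without it. Foxl2os was at least 2.35-fold lower with an adjusted p of 0.0539 and Isl1 had a log2 fold change of -2.01 (adjusted p = 0.0592). Lhx1 fell by 2.12 (adjusted p = 0.0500) and Gata4 by 2.07 (adjusted p = 0.0520). These 4 were not called in the main setting. Foxl2os, Lhx1 and Gata4 were called with the array median, no scaling, the deposited values, array weights, eBayes with trend and robust and without sedentary mouse 1, and Foxl2os also with quantile normalization. Isl1 was called with the array median, no scaling, the mean of the probes, the probe with the largest SD, array weights, eBayes with trend and robust and without sedentary mouse 1. All 4 were also called with the spike-in scaling, which was chosen after the data were seen. Hsd17b13 was called with the mean of the probes and the probe with the largest SD, and Lhx8 with the latter and with normexp. Pnpla3 and Usp29 were called under none of the settings run. Of the genes in Fig. S3B, Art1 (0.77) was past the fold change minimum under none of the settings run, and Myl1 (0.74) only with the probe with the largest SD.

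The paper states that the mTOR pathway is downregulated in the pathway map. Here 14 of 27 genes were lower and 13 higher, with a mean log2 fold change of 0.090. More genes were lower than higher with quantile normalization (17 against 10), no scaling (25 against 2), normexp (17 against 10), the deposited values (19 against 8) and array weights (15 against 12). Without exercise mouse 2 it was 15 against 12, without sedentary mouse 1 it was 16 against 11, and without sedentary mouse 3 it was 15 against 12. With the spike-in scaling, chosen after the data were seen, it was 25 against 2. More were higher than lower with the array median (20 against 7), the mean of the probes (15 against 12), the probe with the largest SD (15 against 12), without exercise mouse 1 (14 against 13), without sedentary mouse 2 (15 against 12) and, chosen after the data were seen, with the strip as a block (16 against 11). The other settings gave 14 lower against 13 higher, and 14 against 14 without a filter on dim probes.

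The paper states that many autophagy-related genes were lower. Here 15 of 34 were lower and 19 higher. More were lower than higher with quantile normalization (22 against 12), no scaling (32 against 2), normexp (20 against 14), the deposited values (25 against 9), without sedentary mouse 1 (19 against 15) and, chosen after the data were seen, with the spike-in scaling (33 against 1). More were higher than lower with the array median (24 against 10), the mean of the probes (19 against 15), the probe with the largest SD (19 against 15), each other array left out (18 to 21 against 16 to 13) and, chosen after the data were seen, with the strip as a block (24 against 10). With array weights it was 17 against 17, and the other settings gave 19 higher against 15 or 16 lower.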

Other observations

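The tests of the place on the slide, of the brightest genes, of the part of the muscle, of other cell types and of the probes of Acta2 in this part were chosen after the results were seen. The tests of the scaling and dim probes behind the DEG counts, of adipose tissue and of the other groupings of the arrays were set before.

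The raw signal and the groups go together. The 75th percentile of the log2 signal was 8.00, 8.00 and 7.97 on the exercise arrays and 8.28, 8.53 and 8.58 on the sedentary arrays, whereas the spike-in probes had means of 10.71, 10.65 and 10.78 and of 10.63, 10.80 and 10.51, which overlap. The share of downregulated DEGs differed by 67.7 percentage points between the scalings set in advance, from no scaling to the array median. Both move all genes of an array alike, so with a raw signal that differs by group this share had to move, and the test does not decide. Quantile normalization, which is not a single factor, gave 37.4% against 38.0% in the main setting. Whether the paper's larger number of downregulated DEGs comes from the scaling cannot be told apart from a difference in overall signal between the groups. Dim probes were argued against, because on the deposited values 64.1% of the DEGs were still downregulated (391 against 219) among probes well above background on all arrays. The 500 brightest probes took between 30.8 and 31.9% of the signal on the exercise arrays and between 27.1 and 29.2% on the sedentary arrays. When the arrays were scaled on their mean signal, 81.6% of the DEGs were downregulated with no spots trimmed, 70.0% with 2% trimmed at each end, and 53.2% (365 against 321) with 10% trimmed. Trimming changes only the factor of each array, which moves all its genes alike, so this share had to move here too. Leaving out 10% of the spots at each end also removes far more than a few bright genes. The test therefore does not decide whether a few bright genes taking more of the signal on the exercise arrays contribute. Whether total RNA per fibre differed was not tested.

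Sedentary mouse 1 lay between the other arrays and is also the only sedentary array in the strip of the slide that holds the exercise arrays. Its list means were -0.08 for the fast-twitch and 0.05 for the denervation markers, against -0.61 and -0.83 and 0.94 and 1.00 for the other sedentary arrays. Within the shared strip, the exercise arrays were still higher by 0.59 for the fast-twitch and 0.39 for the respiratory chain genes and had a difference of -0.72 for the denervation markers. With 1 sedentary array in that strip, the place on the slide and the group cannot be told apart for the size of these differences. A difference between the animals, such as a milder disease of sedentary mouse 1, stays open and was not tested.

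Of the 10 ways to group the arrays 3 against 3, only 1, the real one, gave as many DEGs as the 694 found. The other 9 gave between 0 and 1, with at most 1179 genes at an unadjusted p under 0.05 against 9249 for the real groups. Chance cannot be excluded for the DEG count, because 10 groupings cannot give a share under 0.1. Besides the real one, the groupings that kept the arrays of sedentary mice 2 and 3 together gave 10, 7 and 7 lists past the threshold and those that parted them gave between 5 and 9. The one with 10 gave 0 DEGs, and with the strip as a block limma called 0 upregulated and 3 downregulated.

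Fast-twitch genes were higher and slow-twitch genes lower by a smaller amount that was not past the threshold. A less oxidative part of the quadriceps in the exercise samples, taken alone, was argued against by the respiratory chain genes, which were higher by 0.51 in the exercise group and higher on every exercise array than on any sedentary one, although with the spike-in probes, which shift all genes alike, their mean was -0.031. With quantile normalization the mean was 0.14, and the exercise arrays still lay above the sedentary ones (exact permutation p = 0.1). A smaller share of other cells would lower the markers of every other cell type alike. The Schwann cell and nerve markers had a mean log2 fold change of -0.49 (camera adjusted p = 0.00178), the smooth muscle markers -0.34 (0.223), the macrophage markers -0.022 (0.820) and the red blood cell markers 0.52 (0.0882), with 12, 7, 11 and 7 genes tested. Nefh, whose probe was not well above background on any exercise array, weighs on the first of these, and without it the mean was -0.33. Macrophage markers relative to the remaining 11 Schwann cell and nerve markers were higher by 0.30 in the exercise group, at 0.15 ± 0.25 (SD, n = 3) against -0.15 ± 0.08 (SD, n = 3), with overlap (exact permutation p = 0.2). Over all markers, with Nefh, the difference was 0.47, but the size of the change in Nefh is not known. A smaller share of other cells cannot be told apart from other causes, because the groups overlap without Nefh and the samples are few. None of the genes of these lists is in another list, and 1 of the Schwann cell and nerve markers is in Fig. S4. The brightest gene of each was Pmp22 at -0.18, Csf1r at 0.12, Hba-a1 at 0.54 and Acta2, of which the probes disagree. How many of these genes muscle fibres also express was not tested. An effect of the exercise on fibre type and on nerve supply, as the paper proposes, stays open.

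The atrogenes had a mean of -0.32 (camera adjusted p = 0.0173, fry adjusted p = 0.0686, camera with the correlation estimated adjusted p = 0.330). On the array of exercise mouse 3 their mean was 0.07, which overlapped the sedentary arrays. Of the 12 atrogenes 11 were lower, 1 of them with a limma adjusted p under 0.05. The exception was Trim63, which was higher by 0.53 (standard error 0.14, limma adjusted p = 0.0506).

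Pparg had a log2 fold change of -0.48 (standard error 0.32, limma adjusted p = 0.310) and the 15 adipocyte markers a mean of -0.49 (camera adjusted p = 0.0664, exact permutation p = 0.3). Of the 15 markers, 13 were lower and 2 higher. The only one with an adjusted p under 0.05 was Lep, which was higher by 0.35 (standard error 0.09, limma adjusted p = 0.0415). Less adipose tissue in the exercise samples is a candidate explanation. Adipoq, Plin1, Cidec, Cfd and Fabp4 had a mean of -0.71, with single values of -0.96, -0.92, -0.997, -0.58 and -0.06. The exercise arrays differed among themselves, at -1.09, -0.55 and 0.58 relative to the mean over all arrays, against 0.38, 0.58 and 0.10 on the sedentary arrays (exact permutation p = 0.4). The fall is within the spread between arrays, and the amount of adipose tissue cannot be told apart from other causes with these samples.

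Acta2 was higher on its brightest probe, and its other 2 probes had a mean log2 fold change of -0.84. The other 6 smooth muscle markers had a mean of -0.61, with 4 lower and 2 higher. That the brightest probe also measures another actin gene is a candidate explanation. The files give no probe sequences to test it, and it cannot be told apart from a change in Acta2 transcripts that only this probe covers.

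Citrate synthase (Cs), whose expression the paper found by PCR to rise with the exercise in AR97Q mice, was higher by 0.48 (standard error 0.11, limma adjusted p = 0.0383). This is 1.39-fold, a smaller rise than the paper gives by PCR relative to B2m, and the scaling differs. With the spike-in probes the log2 fold change of Cs was -0.065. B2m, the paper's reference gene for PCR, had a log2 fold change of -0.15 (standard error 0.08, adjusted p = 0.241) with the 75th percentile, -0.06 with the array median, -0.38 with quantile normalization, -0.30 in the deposited values and -0.62 with no scaling. Of the myosin heavy chains, Myh4 was higher by 0.83 (standard error 0.19, adjusted p = 0.0366), and by 1.48 on its other probe. Myh1 changed by 0.41 (adjusted p = 0.143), Myh2 by 0.42 (adjusted p = 0.377) and Myh7 by -0.35 (adjusted p = 0.792), and Myh1 had -0.03 with quantile normalization and -0.07 with no scaling, and Myh2 -0.05 with no scaling.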
